# Tumor-Induced PDPN^+^ Lymphatic-like Endothelial Cells Promote Clear-Cell Renal Cell Carcinoma Progression Through Reciprocal BMP10-CXCL13 Signaling

**DOI:** 10.3390/ijms27156994

**Published:** 2026-08-04

**Authors:** Tuong-Vi Nguyen, Hieu-Huy Nguyen-Tran, Thi-Ngoc Nguyen, Tien Hsu

**Keywords:** clear-cell renal cell carcinoma, lymphatic endothelial cell, VHL, CXCL13, BMP10

## Abstract

Here, we report the identification of a previously unrecognized population of tumor-induced podoplanin-positive (PDPN^+^) cells in clear-cell renal cell carcinoma (ccRCC) that exhibit features of under-differentiated lymphatic endothelial cells (LECs). These PDPN^+^ cells lack a complete repertoire of canonical LEC markers, including VE-cadherin, LYVE1, and VEGFR3, and fail to form functional lymphatic vessels, indicating a dysplastic phenotype. We termed these cells dysLECs and found that these cells are induced by BMP10 produced specifically by tumor cells. In turn, dysLECs secrete CXCL13, which promotes tumor cell proliferation and metastasis. Ligand-receptor analyses revealed a highly tumor-specific reciprocal signaling circuit: kidney tubule cells deficient in the von Hippel-Lindau (*VHL*) tumor suppressor gene uniquely express BMP10, a TGF-β family cytokine, whereas its receptor ALK1 is restricted to dysLECs; conversely, dysLECs produce CXCL13, while *VHL* mutant kidney tubule cells uniquely express its receptor, CXCR5. Pharmacological inhibition of ALK1 reduced CXCL13 production and suppressed the hyperplastic phenotype of *VHL* mutant tumor cells in vivo, whereas BMP10 neutralization inhibited tumor growth and metastasis in an orthotopic ccRCC xenograft model. Collectively, these findings identify a dysplastic population of PDPN^+^ lymphatic-like endothelial cells and define a tumor-specific BMP10-CXCL13 signaling axis that drives ccRCC progression, uncovering a previously unrecognized therapeutic vulnerability in this disease.

## 1. Introduction

Clear-cell renal cell carcinoma (ccRCC) is the most common subtype of renal cancer [1,2]. Genetically, ccRCC is closely linked to the inactivation of the von Hippel-Lindau (*VHL*) tumor suppressor gene, which is observed in up to 80% of sporadic cases [3,4]. Loss of *VHL* leads to constitutive activation of hypoxia-inducible factors (HIFs), resulting in abnormal transcriptional programs that promote angiogenesis, metabolic reprogramming, and immune evasion [5,6]. Although extensive research has clarified the downstream effects of *VHL* deficiency in established tumors, the molecular and cellular events that reshape the tumor-permissive microenvironment are still not completely elucidated. Increasing evidence has shown that components of the tumor microenvironment, including fibroblasts, immune cells, blood vessels, and the lymphatic system, can support or suppress tumor progression [7,8]. Although angiogenic and immune responses induced by ccRCC tumor cells have been extensively studied [5,9], the interactions between *VHL*-deficient epithelial cells and lymphatic endothelial cells (LECs) remain poorly understood.

The lymphatic system is vital for fluid homeostasis, immune surveillance, and metabolic regulation [10]. It helps maintain the balance of interstitial fluid, absorbs dietary lipids, and facilitates the movement of immune cells [11,12,13]. In the context of cancer, the tumor-associated lymphatic system is the route for metastatic spread but is also the site of tumor antigen presentation [14]. As such, therapeutics against the tumor-associated lymphatic system, although therapeutically accessible, have not been widely attempted because of the dual roles of the lymphatic system in cancer progression. Therefore, a unique prooncogenic pathway in the tumor-associated lymphatic system may provide a valuable therapeutic target.

We have developed a genetically engineered mouse model that selectively deletes [knockout (KO)] *Vhlh* (*VHL-homology* locus, the mouse *VHL* allele) in subpopulations of renal tubular epithelial cells (see Section 4). This model recapitulates the key features of early-stage ccRCC, such as epithelial piling-up, hyperplasia, cyst formation, hyper-angiogenesis, and inflammatory remodeling [6,15]. It is, therefore, a useful autochthonous model for premalignant ccRCC [16]. We observed significant morphological changes in the lymphatic vasculature during the analysis of the pathological features of this mouse model. This study uncovered a podoplanin^+^ (Pdpn^+^) cell population with under-differentiated lymphatic endothelial cell characteristics specific to the tumor tissue, and elucidated a previously unrecognized BMP10-CXCL13 reciprocal signaling axis that induces the formation of these cells and ultimately promotes the progression of ccRCC. Targeting this tumor-specific group of cells should avoid the potential undesirable side effects of targeting the functional lymphatic vessels.

## 2. Results

### 2.1. ccRCC-Associated Lymphatics Are Disorganized and Enriched with Pdpn^+^ Cells

To evaluate the integrity of the lymphatic system in kidney tissues containing *VHL*-deficient tubule cells, we examined the expression of lymphatic cell markers Lyve1, Vegfr3/Flt4, and Pdpn [17], comparing the control (Ctrl; *Hoxb7-Cre-GFP*/+) and VhlhKO (*Hoxb7-Cre-GFP*/*+*; *Vhlh^loxP/loxP^*) kidneys. Interestingly, only with Pdpn did we observe that the lymphatic system in the VhlhKO mouse kidney was disorganized, with abnormal sprouting and clusters of unincorporated cells, in comparison with the Ctrl counterpart, which showed an organized array of lymphatic vessels (Figure 1A). Significantly, clusters of unincorporated Pdpn^+^ cells were observed that did not form tubule structures but formed linear arrays of cells without lumen, as compared with the normal Pdpn^+^ tubular structures with lumen found in Ctrl tissue (Figure 1B).

The disorganized lymphatic system and appearance of unincorporated Pdpn^+^ cell clusters imply impaired lymphatic functions. Indeed, the interstitial drainage capacity measured by the clearance of injected dye was significantly reduced in the VhlhKO kidney (Figure 1C).

### 2.2. Increased Numbers of PDPN^+^-Expressing Cells in VHL-Deficient Kidney Tissues

To further analyze the PDPN-specific phenotype of the lymphatic system in *VHL*-deficient tissues, we compared the expression of three commonly used lymphatic cell markers—LYVE1, VEGFR3, and PDPN—co-stained for the pan-lymphatic transcription factor PROX1 to verify the lymphatic vessel identity [18]. As shown in Figure 2, in both VhlhKO mouse kidney (Figure 2A) and ccRCC patient samples (Figure 2B), LYVE1^+^ and VEGFR3^+^ lymphatic cell numbers remained the same in *VHL*-deficient tissues and in their respective normal tissue counterparts [Ctrl in mouse and normal adjacent tissue (NAT) in human ccRCC], whereas PDPN^+^ cell numbers were significantly increased in *VHL*-deficient tissues compared with their normal counterparts. This indicates that LYVE1 and VEGFR3 are associated with functioning lymphatic vessels in both normal and *VHL*-deficient tissues, whereas abnormal PDPN^+^ cells are induced by *VHL*-deficient epithelial cells and may constitute the disorganized lymphatic vasculature.

Interestingly, the percentages of these Pdpn^+^ cells co-expressing other lymphatic endothelial cell markers, including VE-cadherin, Lyve1, and Vegfr3, were significantly reduced in VhlhKO kidney compared with Ctrl (Figure S2). Therefore, the majority of these tumor-associated PDPN^+^ cells are not fully differentiated or are dedifferentiated lymphatic endothelial cells. We designate these cells dysplastic lymphatic endothelial cells (dysLECs).

### 2.3. ccRCC-Associated PDPN^+^ Dysplastic Lymphatic Endothelial Cells (dysLECs) Overexpress CXCL13

Next, we further characterized these Pdpn^+^ dysLECs by isolating them for molecular analysis. We first removed EpCAM^+^ epithelial cells from the whole kidney cell suspension [19]. EpCAM was selected for epithelial-cell enrichment because it is a well-established cell-surface epithelial marker that enables antibody-based isolation of viable cells and has been used extensively to identify or purify renal epithelial populations from dissociated kidney tissue. Then, to exclude certain myeloid cells and podocytes that are known to also express Pdpn [20,21], we isolated primary EpCAM^−^CD45^−^Nephrin^−^Pdpn^+^ cells from Ctrl and VhlhKO mouse kidneys (Figure 3A). There was a significant increase in the CD45^−^Nephrin^−^Pdpn^+^ population in the EpCAM^−^ population of kidney cells in VhlhKO compared with the Ctrl (Figure 3B), consistent with the tissue IHC results (Figure 2A).

Since some fibroblastic cells, including pericytes, can express Pdpn, we verified using qRT-PCR that the EpCAM^−^CD45^−^Nephrin^−^Pdpn^+^ cells express LEC markers such as *Pdpn*, *Lyve1*, and *Vegfr3 (Flt4)*, but not fibroblastic cell markers such as *αSMA*, *Col1a1*, and *Pdgfrb* (Figure S3; Supplementary Data S1). Note that the qRT-PCR assay quantified the amount of a specific RNA species per unit total RNA, not per cell. Therefore, the differential expression of *Pdpn* shown in qRT-PCR is not as pronounced as in tissue IHC, which quantified the number of cells expressing a specific gene product. Furthermore, we showed that in VhlhKO tissue, Pdgfrb^+^ cells can be closely associated with irregular Pdpn^+^ lymphatic vessels but are separate from these Pdpn^+^ cells (Figure S4).

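The deposited RNA-Seq data of the sorted EpCAM-CD45-Nephrin-Pdpn+ cells hold 1 library from Ctrl kidneys and 1 library from VhlhKO kidneys, in which Cre in the tubule epithelium deletes *Vhlh*. The paper gives Ctrl as *Hoxb7-Cre-GFP*/+, while the labels of the Ctrl sample disagree with each other, as 1 entry names *Hoxb7-Cre-GFP* and another names *Vhlh loxP/loxP* without Cre. The sample labels also describe a selection with an antibody to Pdpn only, while the paper and the design text of the deposit describe depletion by EpCAM and gates for CD45, Nephrin and Pdpn. Each library was made from pooled mice. The section of the methods on cell sorting gives 6 animals per pool and the section on RNA sequencing gives 3 mice. The sample labels give male mice of 12 weeks in 1 entry and 8 to 12 weeks in another, and the paper gives an age of 10 to 12 weeks. After sorting, the cells were kept in endothelial cell medium for several hours before RNA was extracted, and poly(A)-selected, strand-specific libraries were sequenced from both fragment ends. The submitters' processing notes name cutadapt, STAR, featureCounts and DESeq2 with the GRCm38 build, without versions.

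The authors' deposited table gives raw counts and TPM for 55471 genes in each library, and a log2 fold change and p-values for part of them. The counts summed to 34465017 in VhlhKO and 31817115 in Ctrl. For the values given here the counts were scaled by TMM, and the log2 ratio of VhlhKO over Ctrl was taken with 0.5 CPM added to both sides. That amount equals 17.2 counts in VhlhKO and 16.0 counts in Ctrl, so the log2 ratio of a gene with few counts is pulled toward 0. With 1 library per genotype there is no replicate and no test between genotypes. A gene was counted as at least 2-fold higher or lower where this log2 ratio, with the 0.5 CPM added, reached 2-fold and at least 1 library had at least 20 counts. The folds and ratios printed for single genes are count ratios without the added amount, so a gene with few counts can have a printed ratio above 2 and stay within 2-fold by the rule. The ranges in parentheses after a ratio are 95% exact (Clopper-Pearson) intervals of the scaled count ratio without the added 0.5 CPM, and they cover counting error only, not the spread between mice or pools.

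*Vhl*, the mouse gene called *Vhlh* in the paper, lies on chromosome 6 of GRCm38 from 113623959 to 113631633. It had 975 counts in VhlhKO and 938 in Ctrl, a ratio of 0.966 (0.882 to 1.06). The sort was designed to exclude the epithelial cells that carry the deletion, and the deletion removes only part of the gene. For both reasons a count over the whole gene is a weak check of the labels. It does not show whether cells with the deletion were present. The Y-linked genes *Ddx3y* (4409 and 4155 counts in VhlhKO and Ctrl), *Eif2s3y* (1782 and 1663), *Kdm5d* (1682 and 1598) and *Uty* (816 and 751) were present in both libraries, and *Xist*, the RNA of the inactive X chromosome of females, had 7 counts in each. Of the proteins used as negative gates, transcripts of *Epcam* (155 and 69 counts), *Ptprc*, which encodes CD45 (24 and 12), and *Nphs1*, which encodes Nephrin (44 and 77), were few in both libraries. The endothelial genes *Prox1* (142 and 144) and *Cdh5* (105 and 95) were few as well. Other tubule, podocyte and macrophage genes ranged from no counts (*Umod*) to many, such as *Cdh16* (3110 and 3954), *Synpo* (15240 and 10169) and *Lyz2* (2007 and 522). The gate transcripts alone therefore do not show how pure the sort was.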

We then performed bulk RNA sequencing (RNA-Seq) on these primary dysLECs to gain better insights into the functions of these cells. Differential gene expression analysis showed that EpCAM^−^CD45^−^Nephrin^−^Pdpn^+^ LECs from VhlhKO and Ctrl kidneys exhibited very different transcriptomes (Supplementary Data S2). 

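Most genes had close values in the VhlhKO and Ctrl libraries. Of the 15275 genes with enough counts, 261 were at least 2-fold higher in VhlhKO and 80 were at least 2-fold lower, together 2.23% of the genes, and 93.4% of the genes lay within 1.5-fold. Among the largest differences, *Fmo2*, a flavin-containing monooxygenase, had 437 counts in VhlhKO and 12 in Ctrl, a ratio of 33.8 (19.2 to 66.0). *Igfbp3*, an insulin-like growth factor binding protein, was 6.03-fold higher (5.64 to 6.45) and *Lpl*, lipoprotein lipase, 5.89-fold higher (5.16 to 6.74). In the other direction, *Sfn*, an epithelial 14-3-3 protein, was 7.12-fold lower (5.87 to 8.70).

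In a list of 15 lymphatic endothelial markers, 10 had enough counts. Of these 10, 4 were at least 2-fold higher in VhlhKO and none was lower. *Lyve1*, the hyaluronan receptor, was 11.9-fold higher (6.26 to 25.4) on 128 counts against 10, and *Fgl2* (4.19-fold), *Itga9* (2.90-fold) and *Gata2* (2.36-fold) were the others. *Thy1* stayed within 2-fold by the rule, with a count ratio of 2.04 (1.48 to 2.85). *Lyve1* was known from Fig. 3C when the list was made, and without it 3 of 9 measured genes were higher and the list median log2 ratio was 0.44 in place of 0.65. *Pdpn* itself was at 67.3 CPM in VhlhKO and 57.5 CPM in Ctrl, *Flt4*, which encodes Vegfr3, at 26.1 and 22.2 CPM, and *Prox1*, the lymphatic transcription factor, at 4.13 and 4.51 CPM. *Mmrn1*, a lymphatic multimerin, and *Ccl21a* had no counts in either library. The other unmeasured genes of the list were *Reln* (14 counts in VhlhKO and 7 in Ctrl), *Sox18* (4 and 5) and *Tbx1* (2 and 1). The higher genes are therefore not a rise of the whole lymphatic list. The 12 measured genes of a pan-endothelial list all stayed within 2-fold, with *Cdh5*, which encodes VE-cadherin, at 3.06 CPM in VhlhKO and 2.98 CPM in Ctrl and *Pecam1* at 1.92 and 1.72 CPM.

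Of 17 measured fibroblast and pericyte markers, 7 were at least 2-fold higher in VhlhKO and none was lower. *Col1a2*, a chain of type I collagen, was at 304 CPM in VhlhKO and 82.2 CPM in Ctrl (ratio interval 3.54 to 3.86) and *Des*, which encodes the intermediate filament protein desmin, was 2.53-fold higher (2.48 to 2.59). Without *Mfap5*, which Fig. 3C shows, 6 of 16 were higher. The smooth muscle actin gene *Acta2* (2117 and 2167 CPM in VhlhKO and Ctrl) and *Tagln* (4075 and 4556 CPM) were abundant in both libraries. The 10 genes of a parietal epithelial list, such as *Akap12* (5563 and 6247 CPM), had a median of 235.1 CPM in VhlhKO and 232.9 CPM in Ctrl, and none was past 2-fold. In the proximal tubule list 10 of 16 measured genes were at least 2-fold lower in VhlhKO and none was higher. As 9 of its 22 genes had been seen in Fig. 3C when the list was made, it is not independent evidence, and without them 3 of 9 measured genes were lower and none was higher. Among 16 measured macrophage and monocyte genes, *Lyz2* was 3.57-fold higher and *Cd163* 8.18-fold lower, and the list median log2 ratio was 0.73. By the count ratio without the added 0.5 CPM, *Tyrobp* (2.65-fold, 1.57 to 4.65), *Itgam* (2.50-fold, 1.29 to 5.15), *Ctss* (2.22-fold, 1.62 to 3.09), *Adgre1* (2.19-fold, 1.39 to 3.54) and *C1qa* (2.03-fold, 1.70 to 2.44) were higher as well.

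The number of genes past 2-fold moved with the pseudocount, from 66 higher and 18 lower with 5 CPM added to 435 higher and 151 lower with 0.05 CPM added. The counting interval excluded a ratio of 1 for all 261 higher and all 80 lower genes. This follows from the rule, since a gene that reaches 2-fold with the added amount already has a gap beyond counting error. It compares these libraries and not the genotypes.

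**Figure D1:**
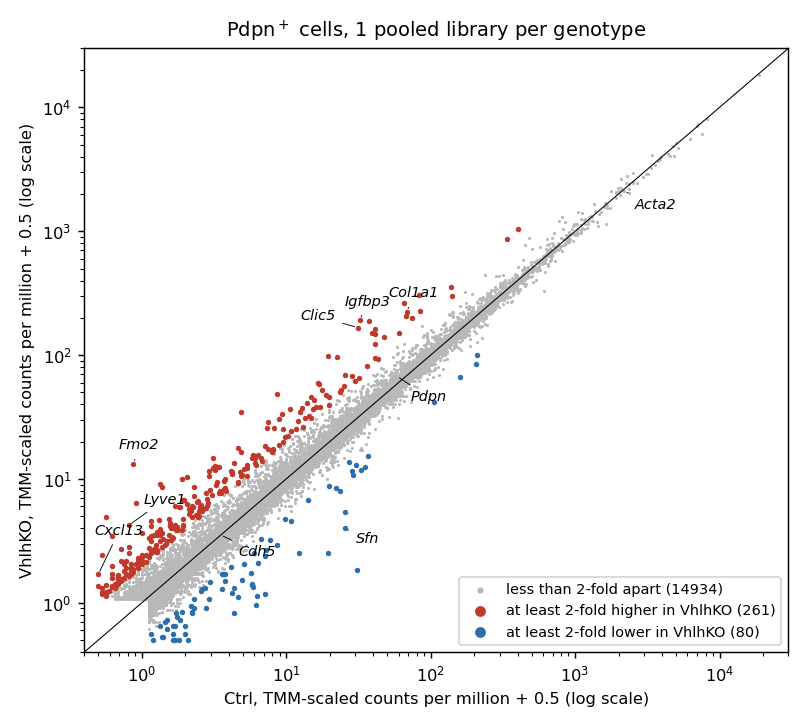
TMM-scaled CPM plus 0.5 of each gene with at least 20 counts in at least 1 library, Ctrl on the x axis and VhlhKO on the y axis, both on log scales. Red points (261) are at least 2-fold higher in VhlhKO, blue points (80) at least 2-fold lower, and grey points lie between; the line marks equal values.

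**Figure D2:**
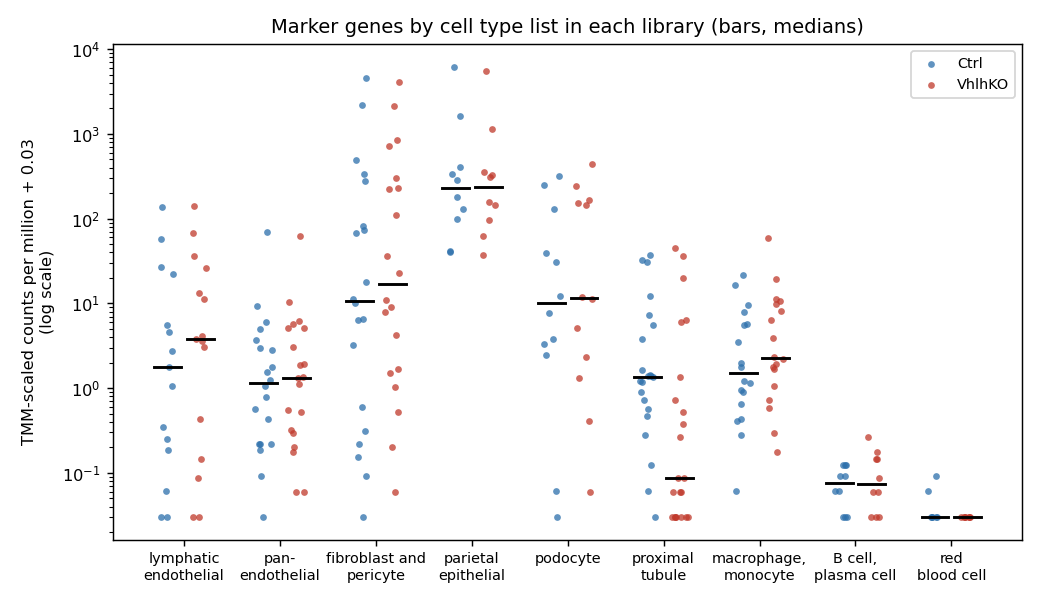
TMM-scaled CPM (log scale, 0.03 added to show zeros) of each gene of 9 cell type lists in Ctrl (blue) and VhlhKO (red); each point is a gene and each bar the median of the list in that library. The parietal epithelial median is 232.9 in Ctrl and 235.1 in VhlhKO, and the pan-endothelial median is 1.13 in Ctrl and 1.30 in VhlhKO.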

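The genes with the largest log2 fold changes in the authors' deposited table rested on few counts. The 20 genes highest in VhlhKO by that measure had between 14 and 437 counts in the VhlhKO library, with a median of 29, and 15 of the 20 had at most 3 counts in Ctrl. *Capn11*, a calpain protease, had 67 counts against 1, a ratio of 62.3 (10.8 to 2495), and *Casp1*, the protease that processes interleukin-1β, had 23 against 1, a ratio of 21.4 (3.47 to 880). The extracellular matrix gene *Mfap5* was 11.8-fold higher (4.35 to 45.1) on 51 counts against 4. *Gm10095* (152 counts against 2) is annotated as a processed pseudogene, so its reads may be shared with its parent gene.

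The 20 genes lowest in VhlhKO had at least 14 counts in Ctrl, with a median of 33, and 16 of them had at most 3 counts in VhlhKO. The phosphate transporter gene *Slc34a1* had 51 counts in Ctrl and none in VhlhKO, and the lower end of the counting interval of Ctrl over VhlhKO was 14.3, and the gluconeogenic enzyme gene *Fbp1* had 42 and none, with a lower end of 11.7. *Slc5a2*, which encodes the glucose transporter SGLT2, had 28 counts in Ctrl and 1 in VhlhKO, 30.1-fold lower with an interval of 4.98 to 1232. *Ptgds*, prostaglandin D synthase, was 12.2-fold lower (7.34 to 21.9).

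Under the rule of at least 2-fold and at least 20 counts, 13 of the 20 higher and 14 of the 20 lower genes were counted as different, and the other genes had fewer than 20 counts in both libraries. *Usp9y* (17 counts against 0) was among the latter, while the Y-linked genes *Ddx3y* and *Kdm5d* had log2 ratios of -0.02 and -0.03.

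**Figure D3:**
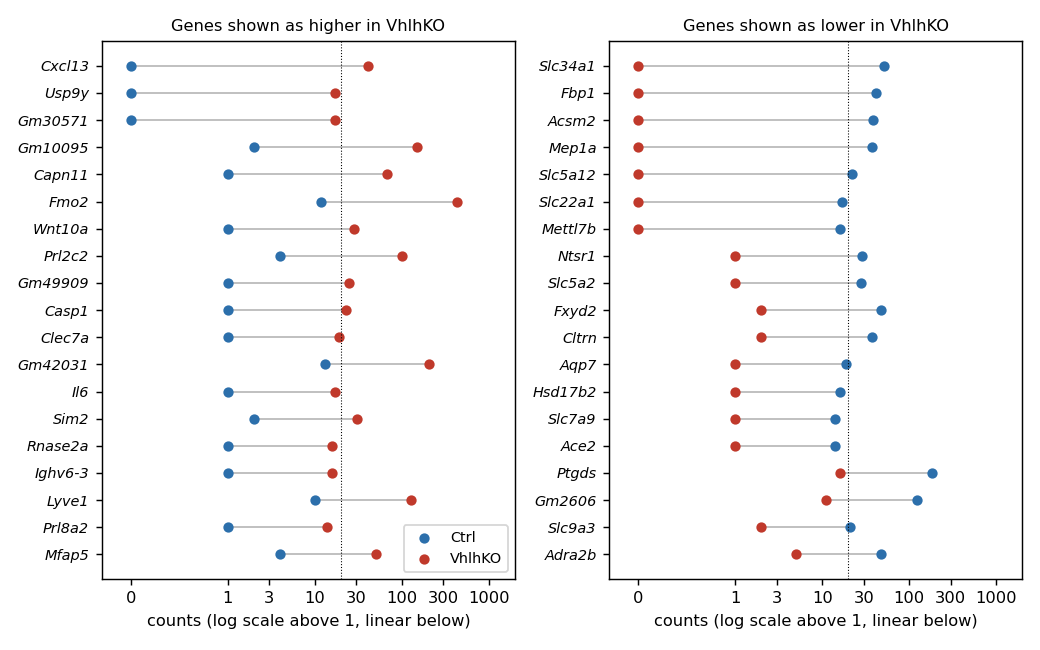
Raw counts in Ctrl (blue) and VhlhKO (red) of 19 of the 20 genes shown as highest and 19 of the 20 shown as lowest in VhlhKO in Fig. 3C, in the order of the figure's fold changes; the x axis is logarithmic above 1 and linear below, and the dotted line marks 20 counts. Most genes have between 0 and 3 counts in 1 of the libraries.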

The top 20 most overexpressed and most downregulated genes in VhlhKO are shown in a heatmap (Figure 3C). 

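*Cxcl13* encodes a chemokine that attracts cells bearing the receptor Cxcr5, and it lies on chromosome 5 of GRCm38 from 95956951 to 95961068. It had 41 counts in the VhlhKO library and no counts in the Ctrl library. The lower end of the counting interval of the ratio was 9.87. Its scaled level in VhlhKO was 1.19 CPM. As Ctrl had no counts, the ratio has no upper limit and the gene has no rank free of the pseudocount. With 0.5 CPM added to both sides its log2 ratio was 1.76 and its rank 48, and the rank was 3 with 0.05 CPM added, 2 with the authors' TPM and 0.1 added, and 750 with 5 CPM added. In the authors' deposited table its log2 fold change is 8.31, the highest of all genes listed there. *Cxcr5* had no counts in either library.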

The most highly overexpressed gene encodes the chemokine *Cxcl13* (Figure 3C). Biological process analysis (Figure 3D) indicated that the Pdpn^+^ LECs in VhlhKO are enriched for genes involved in induction of cell migration, ECM adhesion, and cell motility, and interestingly, TGF-β/BMP signaling. This indicates that the Pdpn^+^ dysLECs exhibit mesenchymal phenotypes (increased motility and response to TGF-β/BMP signaling) and can induce cell motility of other cells (via chemokine Cxcl13).

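Of 12 measured chemokines and cytokines of leukocyte migration, 3 were at least 2-fold higher and none was lower, and the median log2 ratio of the list was 0.44. Besides *Cxcl13*, which Fig. 3C shows, these were *Ccl2*, a monocyte attractant, 2.41-fold higher (1.82 to 3.23), and *Ccl7*, 3.08-fold higher (1.73 to 5.77). Of 21 measured genes of collagen fibril organization, 5 were at least 2-fold higher and none was lower (median log2 ratio 0.43), among them *Col3a1* (log2 ratio 1.80, ratio interval 3.18 to 4.08), the collagen-processing protease gene *Adamts2* (3.72-fold, 2.71 to 5.17) and the proteoglycan gene *Bgn* (2.59-fold, 2.54 to 2.64). *Col14a1*, with 21 counts against 5, stayed within 2-fold by the rule, with a count ratio interval of 1.43 to 13.2. In a list of 28 integrin and focal adhesion genes, *Itgb6* (2.45-fold, 2.09 to 2.87) and *Itga9* were at least 2-fold higher, 26 lay within 2-fold, and the median log2 ratio was 0.10. Of 22 measured matrix glycoprotein and motility genes, *Postn*, which encodes periostin, was 2.44-fold higher (1.94 to 3.10) and the other 21 lay within 2-fold (median log2 ratio 0.05).

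Of 18 TGF-β target genes, 3 were at least 2-fold higher and none was lower, with a median log2 ratio of 0.15. They were *Ltbp2*, a latent TGF-β binding protein (3.03-fold, 2.89 to 3.18), *Col1a1* and *Postn*. *Tgfbi* stayed within 2-fold by the rule, with a count ratio of 2.26 (1.18 to 4.55). The target *Ccn2* had a log2 ratio of 0.05 at high counts in both libraries. The fibroblast and pericyte list, which shares collagen genes with these lists, had a median of 0.53, with a bootstrap interval of -0.01 to 1.47 that includes 0.

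Each median was placed among the medians of 10000 random lists of the same size matched on mean expression, as a description of these libraries. The chemokine and integrin lists lay at percentiles 99.99 and 99.98, the collagen and TGF-β target lists above all the random lists to 2 decimals (percentile 100), and the matrix glycoprotein list at percentile 95.5. Such places were common in these libraries, as 15 of the 31 lists with at least 3 measured genes lay above the central 95% of random lists and 5 below it. The bootstrap intervals of the integrin (-0.12 to 0.28) and TGF-β target (-0.04 to 0.43) medians include 0. The enrichment scores of Fig. 3D were not recomputed.

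**Figure D4:**
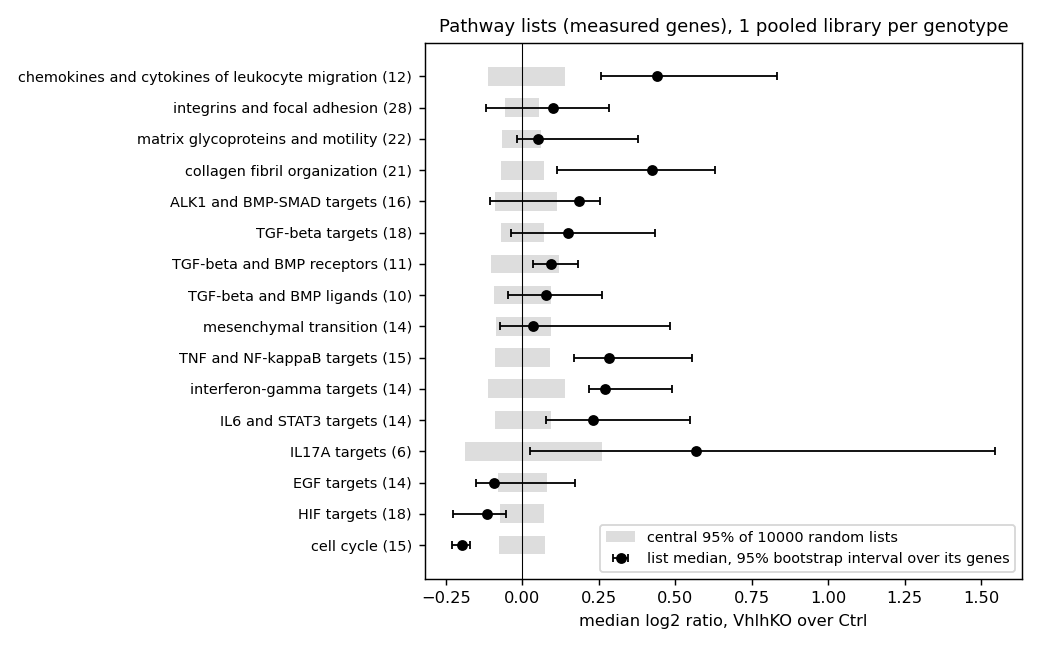
Median log2 ratio (VhlhKO over Ctrl) of each pathway list, with the number of its measured genes in parentheses; bars through the points are 95% bootstrap intervals over the genes of the list, and grey bars span the central 95% of the medians of 10000 random lists matched on expression. The chemokine and cytokine list lies at 0.44 and the cell cycle list at -0.20.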

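Of 14 measured genes of a mesenchymal transition list, 1 was at least 2-fold higher in VhlhKO with 0.5 CPM added, the transcription factor gene *Prrx1* (count ratio 2.15, 1.93 to 2.41), and none was lower. *S100a4*, with 32 counts against 9, had a count ratio of 3.30 (1.54 to 7.87) and stayed within 2-fold with 0.5 CPM added. For the list the median log2 ratio was 0.03, at percentile 79.1 of the matched random lists. *Vim*, the intermediate filament gene vimentin, had 137370 counts in VhlhKO and 126092 in Ctrl, *Fn1*, fibronectin, 210212 and 241660, and *Zeb1*, a transcriptional repressor of epithelial genes, 2996 and 2765. *Snai1*, another such repressor, had 103 and 55 counts and a log2 ratio of 0.65. *Col1a1* was 3.28-fold higher (3.13 to 3.45). From the enriched processes of cell motility and TGF-β/BMP signaling, the paper concludes that the Pdpn+ dysLECs have mesenchymal phenotypes, and from the chemokine *Cxcl13* that they can induce the motility of other cells.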

The expression of the *Cxcl13* gene was confirmed in the primary EpCAM^−^Cd45^−^Nephrin^−^Pdpn^+^ cells (Figure 4A,B). In vivo, Cxcl13 protein was overexpressed in VhlhKO-associated Pdpn^+^ cells in tissue sections, whereas no Cxcl13 expression was detected in Ctrl tissue (Figure 4C). This is also validated in human ccRCC samples, as CXCL13 was co-expressed with PDPN^+^ cells in ccRCC tissue, but was not expressed at all in NAT (Figure 4D).

Furthermore, the only known CXCL13 receptor CXCR5 [22] is almost exclusively expressed in *Vhlh/VHL*-deficient epithelial cells in VhlhKO mice (Figure 4E) and tumor cells in ccRCC tissue (Figure 4F), suggesting a highly cell type-specific oncogenic pathway upregulated in dysLECs is endothelial cell-specific. We, therefore, investigated the BMP10 signaling further.

### 2.4. PDPN^+^ Dysplastic Lymphatic Endothelial Cells (dysLECs) Exhibit Increased BMP10 Signaling That Promotes the Prooncogenic Activity

To identify the signaling pathway that activates the *VHL*-deficient cell-associated Pdpn^+^ dysLEC cell fate, an upstream regulator analysis was conducted using the Ingenuity Pathway Analysis (IPA) algorithm of the transcriptome of VhlhKO-associated EpCAM^−^Cd45^−^Nephrin^−^Pdpn^+^ dysLECs. 

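The expression of known target genes of several cytokines was examined in the RNA-Seq data of the Pdpn+ cells. Of 15 measured targets of TNF and NF-κB, 2 were at least 2-fold higher in VhlhKO and none was lower, with a list median log2 ratio of 0.28. *Vcam1*, a leukocyte adhesion molecule, was 3.19-fold higher (2.87 to 3.55), *Ccl2* was the other, and *Tnfaip3*, a feedback inhibitor of NF-κB, was 1.85-fold higher (1.69 to 2.02). Of 14 measured interferon-γ targets, *Casp1*, which Fig. 3C shows, was the only gene past 2-fold, *Gbp3*, a guanylate binding protein, was 1.77-fold higher (1.54 to 2.04), and the median log2 ratio was 0.27. Of 14 measured IL6 and STAT3 targets, the acute phase gene *Saa3* was 7.70-fold higher (3.51 to 20.0) on 58 counts against 7. *Il6ra*, an IL6 receptor subunit, had a count ratio of 2.09 (1.69 to 2.59) within 2-fold by the rule. *Fgb* went the other way, with 663 counts in VhlhKO and 917 in Ctrl, a ratio of 0.672 (0.607 to 0.743). The median of this list was 0.23. Of 6 measured IL17A targets, *Saa3* and *Lcn2*, lipocalin 2 (2.88-fold, 2.56 to 3.24), were higher, *Mmp13* had 28 counts against 8 and a count ratio of 3.25 (1.44 to 8.26) within 2-fold by the rule, and the median was 0.57. None of 14 EGF targets was past 2-fold, and their median was -0.09, with a bootstrap interval of -0.15 to 0.17 that includes 0.

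Among 10000 random lists matched on expression, the TNF and NF-κB median lay at percentile 100 to 2 decimals, interferon-γ at 99.9, IL6 and STAT3 at 99.99, IL17A at 99.93 and EGF at 1.15. With a minimum of 100 counts the IL17A list fell to percentile 95.99, and with random lists not matched on expression the EGF list lay at 2.97. The medians of the macrophage and monocyte list and of the fibroblast and pericyte list also lay above the central 95% of matched random lists in these libraries. The target lists share genes with one another, and the z-scores of Fig. 5A were not recomputed.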

Several signaling pathways of growth factors and cytokines were identified (Figure 5A), among which BMP10 is notable for its involvement in endothelial cell fate determination during embryogenesis and in embryonic and prenatal vascular and lymphatic remodeling [23,24]. It is normally not present in most adult tissues except in the heart [25]. None of the other signaling pathways were upregulated, consistent with the potential involvement in tumor-associated dysLEC activation. Bmp10 was extensively expressed in VhlhKO cells (GFP^+^) but not in their Ctrl counterparts (Figure 5B). Similarly, BMP10 was extensively expressed in *VHL*-deficient ccRCC cells (CA9^+^) but not in NAT (Figure 5C). This implies that BMP10 signaling in dysLECs is induced by BMP10 emanated from *VHL*-deficient tumor cells. We then tested whether BMP10 expression is directly linked to *VHL* inactivation in kidney tubule cells. Immortalized non-cancerous human kidney tubule cells were used with (HK-2^VHLKO^) or without (HK-2^WT^) *VHL* KO as an early-stage ccRCC tumor cell model. We verified that in the *VHL*-KO human kidney tubule epithelial cell line HK-2 (HK-2^VHLKO^), BMP10 was significantly overexpressed compared with the *VHL*-WT control (HK-2^WT^; Figure S5). In addition, the BMP10 overexpression in HK-2^VHLKO^ was partly HIF-dependent, as treatment with an HIF inhibitor Acriflavin (Acri) could reduce the extent of BMP10 overexpression (Figure S5).

BMP10 belongs to the TGF-β family of growth factors. Its receptor complex consists of the type 1 receptor activin receptor-like kinase 1 (Alk1; or Acvrl1), which is shared with the other endothelial cell-specific BMP, BMP9 [26], as well as the type 2 receptor BMPR2 and coreceptor Endoglin. BMP9 and BMP10 share a high degree of structural similarity; however, BMP9 has been shown to inhibit lymphatic development [27]. Therefore, it is significant that the upstream regulator analysis identified BMP10 signaling, but not BMP9 signaling (Figure 5A).

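A list of target genes of ALK1 and BMP-SMAD signaling was measured in the Pdpn+ cells. The list does not separate the receptors of BMP10 and BMP9 (ALK1, BMPR2 and endoglin) from other BMP receptors. Another ligand gene, *Bmp4*, was at 58.9 CPM in VhlhKO and 52.7 CPM in Ctrl. None of 16 measured targets of ALK1 and BMP-SMAD signaling was at least 2-fold higher or lower in VhlhKO, and the median log2 ratio of the list was 0.19, at percentile 99.8 of the matched random lists, with a bootstrap interval of -0.10 to 0.26 that includes 0. The fibroblast list (0.53, bootstrap interval -0.01 to 1.47, which also includes 0) and the macrophage list (0.73, 0.32 to 0.86) had larger medians in the same libraries. *Bmper*, a secreted BMP regulator, was 1.48-fold higher (1.38 to 1.59), the signaling gene *Smad9* 1.46-fold higher (1.31 to 1.64) and the transcriptional inhibitor *Id3* 1.31-fold higher (1.27 to 1.36). *Id1*, of the same family, was at 87.2 CPM in VhlhKO and 94.5 CPM in Ctrl, and *Hey1*, a target in endothelial cells, was 1.70-fold lower (1.46 to 1.99). Of the receptor genes, *Acvrl1*, which encodes Alk1, had 64 counts in VhlhKO and 48 in Ctrl, a ratio of 1.24 (0.839 to 1.84) whose interval includes 1. By qRT-PCR the paper reports a significant increase of *Alk1* mRNA in the sorted cells of VhlhKO kidneys. The ratio here rests on 1 library per genotype, and its interval covers counting error only. *Bmpr2* had a ratio of 1.05 (1.01 to 1.09) on 7010 and 6208 counts, and *Eng*, endoglin, a ratio of 1.16 (0.934 to 1.43) on 198 and 159 counts. *Bmp10* and *Gdf2*, which encodes BMP9, had no counts in either library.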

We next examined whether BMP10 could induce dysLEC formation and tumor progression. Since there are currently no commercially available antibodies against mouse Alk1 suitable for immunohistochemistry, we verified that *Alk1* mRNA was enriched in isolated primary EpCAM^−^Cd45^−^Nephrin^−^Pdpn^+^ cells (Figure 6A). In the following in vivo experiment, we chose to use the specific Alk1/2 inhibitor LDN-212854 (LDN) (Figure 6B) instead of *Alk1* KO in the VhlhKO background because such double conditional KO necessitates the use of two tissue-specific *Cre* transgenes (for kidney tubule and LECs), which, in our experience, will result in unpredictable health problems. Constitutive KO is also not applicable because *Alk1* function is essential for embryonic vascular development and *Alk1* KO is embryonic lethal [28]. We showed that LDN treatment did not affect the general health of the treated Ctrl or VhlhKO mice, as indicated by the same steady rates of weight gain in both genotypes (Figure 6C), although VhlhKO mice had a congenitally lower body weight. Previously, we showed that these animals exhibited marked renal fibrosis and impaired kidney function, characterized by proteinuria [6]. Mitigating the renal inflammatory phenotypes can enhance both the general health and longevity of these mice. Therefore, while the precise systemic etiology of their compromised state of health remains under investigation, it is likely that their underlying renal pathology is a major contributing factor.

More importantly, LDN treatment could reduce the dysLEC population as measured by cell sorting analysis for EpCAM^−^Cd45^−^Nephrin^−^Pdpn^+^ cells (Figure 6D). This is consistent with the above notion that BMP10 signaling can induce the dysLEC cell fate. We verified that recombinant mouse BMP10 could induce the canonical Smad1/5/8 signaling in EpCAM^−^Cd45^−^Nephrin^−^Pdpn^+^ cells, and the induction was inhibited by anti-BMP10 neutralizing antibody and LDN (Figure S6).

Importantly, Cxcl13 expression level in Pdpn^+^ cells in VhlhKO kidney is reduced by LDN treatment (Figure 6E). Furthermore, inhibition of Alk1 can greatly reduce the proliferative index (Ki67 expression) of VhlhKO kidney tubule cells (Figure 6F).

### 2.5. CXCL13 Enhances Proliferative and Migratory Capacities of VHL-Deficient Renal Tubule Cells

Since CXCL13 belongs to the chemokine family of proteins, we next examined whether CXCL13 possessed inductive activity on *VHL*-deficient tumor cells. As shown in Figure S7A, treatment with recombinant human CXCL13 did not affect the proliferation index (Ki67 expression) and the growth rate of HK-2^WT^. In contrast, CXCL13 treatment significantly increased proliferation (Ki67 expression) and growth rate of HK-2^VHLKO^ cells. In addition, CXCL13 had no effect on the migration and invasion of HK-2^WT^ cells but could significantly induce these two indicators of cell motility in HK-2^VHLKO^ cells (Figure S7B,C). It should be noted that *VHL* inactivation alone can promote cell motility, and exogenous CXCL13 could further increase such motility in *VHL*-deficient cells.

### 2.6. BMP10 Activity Is Required for Malignant Progression of ccRCC

We next tested the therapeutic potential of BMP10 inhibition using a neutralizing anti-BMP10 antibody against xenografted ccRCC cells. This strategy takes advantage of the fact that BMP10 function is not required in adults [23,26,29,30]. Indeed, we have shown above that there is very low, if any, expression of BMP10 in normal kidney tissues in mice and humans (Figure 5B,C). The neutralizing antibody dosage followed the established protocol [31,32].

We first verified that BMP10 is not an autocrine growth factor. We observed that BMP10 and ALK1/2 show minimal to no expression in normal adjacent tissue. In ccRCC tissue, while the BMP10 receptor ALK1 was mostly absent from the tumor cells themselves (CA9^+^ cells), BMP10 is robustly expressed within the tumor cells (Figure S8). Therefore, it is unlikely that BMP10 can function as an autocrine growth factor.

We further verified that BMP10 was important for inducing and/or maintaining dysLECs. Ctrl and VhlhKO mice were treated with anti-BMP10 neutralizing antibody. We observed that anti-BMP10 treatment did not alter the number of Lyve1^+^ and Vegfr3^+^ cells in either the Ctrl or VhlhKO kidneys. Notably, however, the treatment significantly reduced the number of Pdpn^+^ cells specifically in VhlhKO, with no effect in the Ctrl. These results support the hypothesis that BMP10 specifically induces the Pdpn-expressing dysLECs (Figure S9).

To test the prooncogenic activity of BMP10, 2-month-old immune-deficient mice were implanted with 5 × 10^5^ ccRCC cells 786-O expressing luciferase (786-O^Luc^) into the subrenal capsular space. IgG (control) or anti-BMP10 antibody (αBMP10) was then injected via the tail vein from Day 7 after implantation every week for 3 weeks (a total of 4 injections) (Figure 7A). The mice were assessed for tumor growth weekly after every antibody injection using the in vivo imaging system (IVIS), and sacrificed on Day 35. As shown in Figure 7B, the primary xenografted tumors grew rapidly in IgG-treated mice after Day 14, and the growth was significantly reduced by anti-BMP10 antibody treatment on Day 21 and Day 28. The effect of anti-BMP10 therapy was verified by histological and pathological examination of the tumor tissue. Anti-BMP10 antibody treatment reduced the number of Pdpn^+^ cells (Figure 7C), consistent with the above observation that BMP10 signaling is required for Pdpn^+^ dysLEC formation. Importantly, the IgG-treated primary tumor showed strong Ki67 expression, which was suppressed by anti-BMP10 treatment (Figure 7D). Accordingly, both the number and the size of metastatic foci in the lung were reduced upon anti-BMP10 treatment (Figure 7E).

We have performed the anti-BMP10 therapeutic test using the xenograft model of a different ccRCC cell line A498. Anti-BMP10 treatment also inhibited Pdpn^+^ induction, tumor growth, and lung metastasis (Figure S10).

## 3. Discussion

In this study, we identified a reciprocal signaling loop involving the BMP10 and CXCL13 pathways (summarized in Figure 8). We uncovered a previously uncharacterized group of PDPN^+^ cells, the majority of which co-expressed only some of the other canonical lymphatic cell markers, such as VE-cadherin, Lyve1, or Vegfr3 (Figure S2). They do not form functional lymphatic vessels but form linear arrays of cell clusters without lumen (Figure 1B). Therefore, they are likely either undifferentiated LECs or dedifferentiated LECs. Indeed, PDPN^+^ lymphatic endothelial progenitor cells have been identified previously and can differentiate into LYVE1-expressing mature LECs [33,34]. Future studies should verify the origin of the dysLECs identified in this study and determine whether they are abnormal lymphatic progenitor cells.

Regardless of their origin, we discovered that these dysLECs exhibit specific and potent prooncogenic functions that are pharmacologically targetable.

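By level within the VhlhKO library, *Cxcl13* ranked 12514th of the 23961 genes with a TPM above 0, at 3.71 TPM. The median gene with enough counts to be tested had 724.0 counts in VhlhKO. The transcript of *Spp1*, which encodes osteopontin, was far more abundant, with 244633 counts.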

We chose to focus on Cxcl13 because it is the highest-expressing gene in the dysLEC, and we show that the CXCL13-CXCR5 signaling axis is specifically expressed by dysLEC and *VHL*-deficient epithelial cells, respectively (Figure 4). However, we should note that other genes overexpressed in dysLECs, such as Wnt10a and IL6, can also contribute to tumor cell migration (Figure 3C).

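*Wnt10a*, which encodes a secreted Wnt ligand, had 28 counts in VhlhKO and 1 in Ctrl, a ratio of 26.0 with a counting interval of 4.30 to 1064. The interleukin gene *Il6* had 17 counts in VhlhKO and 1 in Ctrl, a ratio of 15.8 with an interval of 2.48 to 660, and stayed under the minimum of 20 counts. With 0.5 CPM added, the log2 ratios were 1.31 and 0.90. With 1 count in Ctrl for each gene, the size of the ratios is known only within these wide intervals. *Csf1*, a macrophage cytokine in the list of chemokines and cytokines with *Il6*, was more abundant, with 14994 counts in VhlhKO and 9483 in Ctrl, a ratio of 1.47 (1.43 to 1.51).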

As well, we chose to focus on BMP10 signaling because it is an endothelial cell-specific signaling system, thus presenting the best option as a therapeutic target. Other signaling pathways identified in Figure 5A, such as TNF, IL17A, IL6, and IFNG, may regulate the immune-modulating activity known to be present in the lymphatic endothelial cells, and NFκB and TGF-β may contribute to the endothelial-to-mesenchymal transition phenotype of these dysLECs.

Significantly, we showed that CXCL13 is specifically expressed by the BMP10-stimulated PDPN^+^ dysLECs and its sole receptor CXCR5 is specifically expressed by tumor cells (Figure 4). Reciprocally, BMP10 is specifically produced by tumor cells (Figure 5), and the receptor Alk1 is overexpressed in a *VHL*-deficient tissue-associated subpopulation of PDPN^+^ cells (Figure 6A). Therefore, this intercellular signaling system is highly amenable to therapeutic intervention (summarized in Visual Overview).

We demonstrated that HIF-1/2 inhibition reduced the overexpression of BMP10 in *VHL*-deficient HK-2 cells. This is consistent with the idea that BMP10 expression is induced in the pseudohypoxic *VHL*-deficient cells, albeit that the inhibition is only partially effective (Figure S5). Interestingly, our analysis of the ENCODE and Ensembl databases did not identify canonical hypoxia-response elements (HREs) within the enhancer or the first intron of either the human or mouse BMP10 genes. However, it is well-established that HIF-α can activate transcription independent of direct HRE binding by interacting with other transcription factors, such as STAT3, and recruiting the p300/CBP co-activator complex [35]. Supporting this potential mechanism, our Ensembl analysis identified a STAT3 binding site within the BMP10 enhancer. Furthermore, we have previously demonstrated that inhibiting JAK1/2 activity—thereby suppressing STAT1/3 activation—ameliorates the pathological phenotypes in VhlhKO mice [15]. It is, therefore, possible that HIF and Stat1/3 cooperate in BMP10 gene activation. Future studies should address this possibility.

We show that CXCL13 is expressed in the Pdpn^+^ LECs associated with *VHL*-deficient tissues in vivo and in EpCAM^−^CD45^−^Nephrin^−^Pdpn^+^ dysLECs (Figure 4A–C), and the expression is dependent on Alk1 signaling (Figure 6E,F).

Notably, BMP10 is mainly involved in embryonic vascular remodeling and lacks the normal essential adult function [23,26,29,30]. Its role in other physiological and pathological conditions has not been extensively studied. Some studies have suggested a growth inhibitory role of BMP10 in some cancers, although most of these presumed tumor suppressor activities are performed in vitro with a monoculture of established cancer cell lines [36,37].

The PDPN^+^ dysLECs produce CXCL13 that can induce cell motility (Figure S7). CXCL13 is a chemokine that attracts B lymphocytes to secondary lymphoid organs [38,39], and is involved in organizing the inflammatory responses in human diseases [39]. CXCR5 is the only known receptor for CXCL13, first identified in Burkitt’s lymphoma cell lines and lymphatic tissue [22]. This function may not be operable in ccRCC since we did not detect CXCR5 expression in the immune cell population in *VHL*-deficient tissues (Figure 4). It is, therefore, interesting that this highly specific ligand-receptor pair is hijacked by ccRCC for the development of malignancy.

It has been demonstrated that increased HIF activity in *VHL*-deficient tumor cells can induce the tumor cell-intrinsic epithelial-to-mesenchymal transition program, including increased migratory capacity [40]. This has been recapitulated in our data (Figure S7). It has also been recognized that the direct HIF-regulated pathways are necessary but insufficient for malignant tumor progression [3]. Here we show that CXCL13 signaling is another critical factor. As such, the reciprocal signaling mechanism can be leveraged for ccRCC therapy. Indeed, we have demonstrated in this study that an Alk1/2 inhibitor can reduce early hyperplasia in a premalignant autochthonous ccRCC model (Figure 6), and a neutralizing BMP10 antibody can ameliorate primary tumor growth and metastasis in an orthotopic ccRCC xenograft model (Figure 7). Thus, BMP10 as a tumor-specific secreted factor represents a desirable therapeutic target.

We should note that there is no direct demonstration of the presence of chemokines (BMP10 and Cxcl13) and chemokine receptors (Alkt1 and CXCR5) in the xenograft system. However, we show the following: (1) BMP10 expression is significantly upregulated by HIF in the kidney tubule cells (Figure S5), implicating that 786-O and A498, both highly expressing HIF-2α, can express BMP10. (2) In the xenograft analysis, mouse Pdpn-expressing, abnormal lymphatic cells (dysLECs) do appear within the primary tumors (Figure 7 and Figure S10), indirectly supporting the notion that the ccRCC cells can reconstitute the tumor microenvironment. (3) In clinical ccRCC tissues, the tumor cells express CXCR5 and BMP10 receptors (Figure 4F and Figure 5C), while in mice, Pdpn^+^ lymphatic cells express Cxcl13 and Alk1 (Figure 4C and Figure 6A).

We also note that Alk1/2 inhibition only caused partial reduction of the EpCAM^−^CD45^−^Nephrin^−^Pdpn^+^ cells (Figure 6D). The mild reduction of Pdpn^+^ cells in the CD45^−^Nephrin^−^Pdpn^+^ population may be because the BMP10-Alk1 signaling can alter the activity of Pdpn^+^ dysLECs, but not the Pdpn expression itself. Alternatively, the modest reduction of Pdpn-expressing cells observed in the total EpCAM^−^CD45^−^Nephrin^−^Pdpn^+^ population indicates that Alk1/2 inhibitor treatment selectively targets a specific subset of these cells.

These findings also suggest that while dysLECs represent a minority fraction within the broader renal lymphatic environment, they likely exert a disproportionately significant influence on ccRCC development and pathological lymphangiogenesis. This is a critical observation regarding the functional heterogeneity of the tumor microenvironment.

The lymphatic system is responsible for transporting antigen-presenting cells—macrophages and dendritic cells—from tissue parenchyma to lymph nodes to mount immune responses involving regulatory and effector cells [41,42]. This system also serves as a route for immune suppressor cells required for cancer cell-mediated immune evasion. In addition, lymphatic vessels are responsible for absorbing excessive protein and fluid from the interstitium and returning them to the blood circulation [11]. Since the lymphatic system is a part of the circulation conduit, it is also an accessible route for cancer cell metastasis. Therefore, because of the dichotomous functions of the lymphatic system in cancer progression [43], simple inhibition of lymphangiogenesis and lymphatic vascularization is unlikely to be a suitable therapeutic approach. Our discovery that anti-BMP10 signaling can specifically inhibit the action of PDPN^+^ dysLECs on tumor growth and metastasis offers a potentially important therapeutic strategy.

## 4. Materials and Methods

### 4.1. Reagents

Details of the reagents, media, and supplements are shown in Table S1, and all the primary and secondary antibodies used are shown in Table S2.

### 4.2. Experimental Animals

The original *Vhlh^loxP^*^/*loxP*^ strain (*Vhlh* is the mouse *VHL* genomic locus) was described previously [44] and obtained from the Jackson Laboratory. The *Hoxb7-Cre-GFP*; *Vhlh^loxP^*^/*loxP*^ strain with exon 1 deletion in the C57BL/6 background was generated by intercrossing *Hoxb7-Cre-GFP*/+; *Vhlh^loxP^*^/+^ mice. Littermates carrying the *Hoxb7-Cre-GFP*/+ genotype were used as controls. The *Hoxb7-Cre-GFP* driver line expresses Cre recombinase under the control of the *Hoxb7* promoter and includes a *GFP* reporter for *Cre* activity [15]. While *Hoxb7* is primarily recognized for its expression in the collecting duct during embryonic development [45], we have demonstrated *Hoxb7* promoter-driven reporter expression in other segments of the neonatal and adult renal tubule system. They include Lotus tetragonolobus lectin (LTL)-stained proximal tubules and Tamm-Horsfall protein (THP)-expressing thick ascending limbs [15]. This KO strain exhibits premalignant ccRCC phenotypes predominantly within THP-expressing cells [15], aligning with the seminal clinical findings that *VHL*-deficient proximal tubule cells exhibit little proliferative potential while *VHL*-deficient THP-positive tubule cells readily expand [46]. Phenotypic analyses of *Hoxb7-Cre-GFP*; *Vhlh^loxP^*^/*loxP*^ mice at 3 months of age exhibited 100% penetrance of cystic, hyperplastic, inflammatory, and angiogenic phenotypes [15]. For phenotypic analysis, male and female animals were used in a 2:1 ratio. The immune-deficient NOD/SCID mouse strain (*NOD.CB17-Prkdc^scid^*/*NcrCrl*; RRID:IMSR_CRL:394) was obtained from BioLASCO, Taiwan. Two-month-old male animals were used for xenograft experiments to minimize gender-specific influences since ccRCC exhibits a male-predominant bias [47]. The experiments ended at set time points and no human endpoints.

No confounders such as cage location or sex-independent weight differentials were noted during the experiments; therefore, no adjustments or exclusions were made. Group allocation was performed using random.org software 2026 Only the experimenter was aware of group allocation. Outcome assessment and data analysis were performed with persons unaware of the group allocation. Using the samplesz.xls spreadsheet, we calculated that for a given genotype, e.g., vascular abnormality that is 100% penetrant with standard deviation ~5–10% and estimated error ~10% based on previous studies [31,32], to have this be different from another genotype with a power of 95%, ~10 mice in each group are needed to have a 95% power of detecting this difference (*p*-value of 0.05).

The mice were housed in pathogen-free facilities with climate and light-cycle control. The cages were provided with nest-building materials and igloos for nesting. Adverse events were reported immediately. Anesthesia was used for all surgical procedures, and analgesia was administered post-operation. All experiments were performed in accordance with a protocol prepared before the study and were approved by the Institutional Animal Care and Use Committee of China Medical University (CMUIACUC-2024-034).

### 4.3. Tissue Dissociation and Cell Suspension

Ten-to-twelve-week-old male mice (in C57BL/6J background) were used, including *Hoxb7-Cre-GFP*/+ [Control (Ctrl)] and *Hoxb7-Cre-GFP*/+; *Vhlh^loxP^*^/*loxP*^ [*Vhlh* conditional KO (VhlhKO)], with 6 animals per group. The use of male mice was because ccRCC is a male-predominant disease [47]. The mice were anesthetized and perfused transcardially with 30 mL of Hank’s Balanced Salt Solution (HBSS; Gibco, Waltham, MA, USA; Cat #14025092) to remove circulating blood. Kidneys were excised and enzymatically dissociated in 10 mL of HBSS supplemented with 0.2% collagenase II (Sigma-Aldrich, Burlington, MA, USA; Cat. #6885), 0.04% Dispase (Sigma-Aldrich, Burlington, MA, USA; Cat. #D4693), 1 mg/mL DNase I (Merck, Darmstadt, Germany; Cat. #10104159001), 1% bovine serum albumin (BSA), and 1.5 mM CaCl_2_, using gentleMACS (with C Tubes; Miltenyi Biotec, Bergisch Gladbach, Germany; Cat #130-093-235). Tissue homogenates were incubated at 37 °C for 30 min with intermittent mechanical agitation, filtered through 40-µm cell strainers, and centrifuged at 300× *g* for 10 min at 4 °C, and the cell pellet was resuspended in PBS containing 2% fetal bovine serum (FBS). The red blood cells were removed using ammonium-chloride-potassium (ACK) lysis buffer for 1–2 min at room temperature, followed by immediate washing with PBS containing 2% FBS.

### 4.4. EpCAM-Based Cell Depletion and Antibody Staining for Cell Sorting

To enrich for non-epithelial cell populations, EpCAM-positive epithelial cells were depleted from the whole-kidney cell suspension by magnetic-activated cell sorting (MACS) using anti-EpCAM microbeads (Miltenyi Biotec, Bergisch Gladbach, Germany; Cat. #130-061-101) according to the manufacturer’s instructions. Briefly, kidney cell suspensions (see above) were resuspended in a sorting buffer [PBS supplemented with 2% BSA, 2 mM EDTA, and 0.02% sodium azide (NaN_3_)] at a density of 1 × 10^7^ cells per 80 µL buffer. Cells were incubated with 20 µL anti-EpCAM microbeads per 1 × 10^7^ cells for 15 min at 4 °C with gentle mixing. Following incubation, cells were washed with sorting buffer and centrifuged at 300× *g* for 5 min at 4 °C to remove supernatant containing unbound beads. The cell pellet was then resuspended and applied onto LS columns (Miltenyi Biotec, Cat. #130-042-401) pre-equilibrated with sorting buffer and placed in a magnetic separator (Miltenyi Biotec, Cat. #130-092-168). During separation, EpCAM-positive cells labeled with magnetic beads were retained within the column, whereas unlabeled EpCAM-negative cells passed through and were collected as the flow-through fraction. The column was subsequently washed 3 times with sorting buffer to maximize recovery of EpCAM-negative cells. All procedures were performed at 4 °C to preserve cell viability and maintain surface antigen integrity for downstream staining and cell sorting.

For antibody staining, EpCAM-negative cells were resuspended in staining buffer consisting of PBS supplemented with 2% FBS. Cells were incubated for 30 min at 4 °C in the dark with PerCP-conjugated rat anti-mouse CD45 antibody (BioLegend, San Diego, CA, USA; Cat. #103132; 1:50), rabbit anti-Nephrin antibody (Abcam, Cambridge, UK; Cat. #ab136894; 1:100), and APC-conjugated Syrian hamster anti-mouse podoplanin (Pdpn) antibody (BioLegend, Cat. #127410; 1:50). After primary antibody incubation, cells were washed and incubated with Alexa Fluor 488-conjugated goat anti-rabbit IgG secondary antibody (Thermo Fisher Scientific, Waltham, MA, USA; Cat. #A32731; 1:200) against the anti-Nephrin antibody for 30 min at 4 °C in the dark. Cells were then washed twice with staining buffer prior to sorting. To define gating thresholds and control for nonspecific binding, isotype-matched IgG control antibodies were included in parallel staining conditions.

Cell sorting and gating used a BD FACSAria III (BD Biosciences, San Jose, CA, USA) equipped with 488 nm, 561 nm, and 640 nm lasers. Fluorescence signals were detected using the following bandpass filters: FITC/Alexa Fluor 488 (530/30 nm), PE (575/26 nm), PerCP (695/40 nm), and APC (660/20 nm).

The following sequential gating strategy was applied to identify the target population: First, cellular events were selected based on forward scatter area (FSC-A) versus side scatter area (SSC-A) to exclude debris and non-cellular particles. This gate was defined using unstained controls to ensure inclusion of intact cells while excluding low-scatter events. Second, doublets and cell aggregates were excluded by gating on forward scatter height (FSC-H) versus FSC-A, ensuring that only singlet cells were retained for downstream analysis. Third, within the singlet population, hematopoietic cells were excluded based on CD45 expression, detected in the PerCP channel (488 nm excitation/695/40 nm emission). Fourth, podocyte populations were excluded by removing Nephrin-positive (Nephrin^+^) cells, detected in the FITC/Alexa Fluor 488 channel (488 nm excitation/530/30 nm emission). Finally, within the CD45^−^/Nephrin^−^ singlet population, Pdpn-positive (Pdpn^+^) cells were identified in the APC channel (640 nm excitation/660/20 nm emission) and defined as the target lymphatic-like endothelial population. Cell viability gating was not used because, in our experience, such an additional step did not improve yields, but could cause unintended damage to sorted cells. Samples from six animals were pooled for subsequent bulk RNA-Seq analysis.

### 4.5. Pdpn^+^ Cell Culture and RNA Sequencing

Following isolation, EpCAM^−^CD45^−^Nephrin^−^Pdpn^+^ cells were resuspended in endothelial cell medium (ECM; ScienCell, Carlsbad, CA, USA; Cat. #1001) supplemented with 5% FBS, 1% endothelial cell growth supplement (ECGS), and 1% penicillin-streptomycin. Cells were maintained at 37 °C in a humidified incubator with 5% CO_2_ for recovery for ~6 h. At the end of the culture period, dead cells and debris were removed by gentle aspiration, and remaining cells were harvested after rinsing and gentle dissociation, pelleted by centrifugation at 300× *g* for 5 min at 4 °C, and processed for RNA extraction.

Because of the scarcity of the targeted cell population, for RNA sequencing, kidney homogenates from 3 mice were pooled and EpCAM^−^CD45^−^Nephrin^−^Pdpn^+^ cells isolated. Total RNA was extracted using TRIzol reagent (Invitrogen, Carlsbad, CA, USA; Cat. #15596026). RNA concentration and quality were assessed, including spectrophotometric measurements (OD260/280). RNA samples with OD260/280 ratios of 1.8–2.1 were used. Poly(A)-selected RNA was then isolated and used to generate strand-specific sequencing libraries using Illumina-compatible library preparation kits according to the manufacturer’s instructions. Libraries were quantified and assessed for quality prior to submitting to the commercial vendor Genomics BioSci & Tech Co. (New Taipei City, Taiwan) for sequencing. Paired-end sequencing (2 × 150 bp) was performed on a NovaSeq 6000 platform (Illumina, San Diego, CA, USA). To minimize batch effects, libraries were randomized across sequencing lanes. Sequence data have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE308286 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE308286 (accessed on 26 July 2026)].

### 4.6. In Vitro Cell Culture and Functional Assays

Cell lines were obtained from the American Type Culture Collection (ATCC, Manassas, VA, USA; RRID:CVCL_0307). The representative human ccRCC cell lines from the NCI-60 collection were used for xenografts (see below): 786-O (RRID:CVCL_1051; with homozygous *VHL* mutation and inactivated *p53* and *PTEN* genes) and A498 (RRID:CVCL_1056; with homozygous *VHL* mutation, wild-type *p53* and *PTEN*, and mutated *SETD2*). Both cell lines were transfected with luciferase-expressing plasmids. Non-cancerous human proximal tubule epithelial cells (HK-2) were cultured in Keratinocyte-SFM supplemented with bovine pituitary extract (BPE), epidermal growth factor (EGF), and 1% penicillin-streptomycin at 37 °C in a humidified atmosphere containing 5% CO_2_. The *VHL* KO was generated using the CRISPR/Cas9 gene editing method, as described below. To assess functional responses, *VHL* KO HK-2 cells were treated with recombinant human CXCL13 (50 ng/mL; R&D Systems, Minneapolis, MN, USA; Cat #801-cx-025). Ki67 immunofluorescence staining was conducted to assess proliferation, and the percentage of Ki67^+^ nuclei was quantified using the ImageJ v2 software (https://imagej.net/ij/, accessed on 26 July 2026). Growth curves were analyzed using the CCK8 Assay (Abcam). Scratch-wound-healing assays were used to evaluate two-dimensional (2D) migration in the presence of Mitomycin C (10 μg/mL) to minimize the confounding factor of proliferation, whereas three-dimensional (3D) invasion was assessed using Transwell Boyden chambers (Thermo Fisher Scientific, Waltham, MA, USA; Cat #CLS3422) with Matrigel-coated inserts in minimal media. Recombinant human CXCL13 was added to the lower chamber as described above. The migrated and invaded cells were fixed after 24 h, stained with crystal violet, and counted in five randomly selected fields per membrane. All in vitro experiments were performed in technical triplicates of biological triplicate.

All cultured cells were grown from frozen stocks and propagated for no more than 10 passages to minimize genetic shift and potential cross-contamination by other cells. Passaged cells were not re-frozen or re-stocked. Cell cultures were routinely checked for mycoplasma contamination using an EZ-PCR Mycoplasma Detection Kit (Sartorius, Göttingen, Germany; Cat #20-700-20) Details of the media and supplements are shown in Table S1, and all the antibodies used are shown in Table S2.

### 4.7. CRISPR/Cas9-Mediated Knockout of VHL in HK-2 Cells

*VHL*-KO HK-2 cells were generated using a lentiviral CRISPR/Cas9 system as previously described with modifications [48]. Briefly, complementary oligonucleotides encoding a *VHL*-targeting single-guide RNA sequence were annealed and cloned into the lentiCRISPRv2 vector (Addgene, Watertown, MA, USA; Cat. #52961), which expresses both SpCas9 and a puromycin-resistance cassette. The *VHL*-targeting oligonucleotide sequences were obtained from the GenScript gRNA 2016 database: [https://www.genscript.com/gRNA-database.html (accessed on 26 July 2026)] as follows: sgVHL2 (VHLKO2): 5′-GTGACTAGGCTCCGGACAACC-3′; and sgVHL3 (VHLKO3): 5′-GCAGGTCGCTCTACGAAGATC-3′. The resulting lentiCRISPRv2-sgVHL construct was used for lentiviral production together with the lentiviral packaging plasmid psPAX2 (Addgene, Cat. #12260) and pMD2.G (Addgene, Cat. #12259). Empty lentiCRISPRv2 vector was used as the control. Lentiviral particles were produced in packaging cells and subsequently used to transduce HK-2 cells. After transduction, cells were selected with puromycin at 1 µg/mL for 7 days to establish pooled stable *VHL*-KO HK-2 cell populations and stored. Each thawed fraction was regrown in the presence of antibiotic, and the antibiotic was removed before experimentation. The regrown cells were never re-stocked. *VHL* KO efficiency was confirmed by Western blotting before subsequent experiments (Figure S1). *VHL* KO using the sgVHL2 guide RNA was used throughout this study.

### 4.8. Quantitative Reverse Transcription-PCR (qRT-PCR)

Total RNA was extracted using TRIzol reagent (Invitrogen, Cat. #15596026) following the manufacturer’s instructions. RNA concentration and purity were assessed by spectrophotometry (NanoDrop Ultra, Thermo Fisher Scientific, Waltham, MA, USA; Cat #NDULTRAGL), and only samples with an A260/A280 ratio between 1.8 and 2.1 were considered acceptable. RNA integrity was further evaluated using a Bioanalyzer system (Agilent Technologies), which provides electropherogram profiles and calculates the RNA integrity number (RIN). Only RNA samples with a RIN ≥ 7.5 were used for qRT-PCR.

cDNA was synthesized from DNase-treated total RNA using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Waltham, MA, USA; Cat. #4368814) according to the manufacturer’s instructions. Briefly, 500 ng of total RNA was used as input for each reaction and reverse transcribed in a 20 µL reaction containing reverse transcription buffer, dNTP mix, random primers, MultiScribe™ reverse transcriptase, and RNase inhibitor. Prior to reverse transcription, RNA samples were briefly denatured at 95 °C and kept on ice to reduce secondary structure formation. The reverse transcription reaction was performed under the following thermal conditions: 25 °C for 10 min (primer annealing), 37 °C for 120 min (cDNA synthesis), and 85 °C for 5 min (enzyme inactivation). The cDNA samples were then diluted with nuclease-free water (1:5) and stored at −80 °C until use.

Quantitative real-time PCR (qPCR) was performed using iTaq Universal SYBR Green Supermix (Bio-Rad, Hercules, CA, USA; Cat. #1725121) on a Bio-Rad CFX Real-Time PCR System, and fluorescence data were acquired and analyzed using the CFX Maestro v2.3 software. Gene-specific primers are listed in Supplementary Table S3. The primer sequences were based on previously validated primer sequences available from OriGene [www.origene.com/catalogsearch/result/index/?oti_sub_category=18067&q=primer+ (accessed on 26 July 2026)] and were sourced from Genomics BioSci & Tech Co. (New Taipei City, Taiwan). Each reaction was prepared in a final volume of 20 µL containing 10 µL of 2 × SYBR Green Supermix, 1 µL of forward primer, and 1 µL of reverse primer (10 µM stock solutions; final concentration 0.5 µM each, corresponding to ~10 pmols per primer per reaction), 2 µL of cDNA template (i.e., equivalent of ~10 ng of the original RNA used in cDNA synthesis), and 6 µL of nuclease-free water. All reactions were performed in technical triplicate. No-template controls were included to monitor contamination, and no-reverse transcriptase controls were used to confirm the absence of genomic DNA contamination. PCR amplification was carried out with an initial denaturation at 95 °C for 3 min, followed by 40 cycles of denaturation at 95 °C for 10 s and annealing/extension at 60 °C for 30 s. A melt curve analysis was performed at the end of each run to confirm amplification specificity, and only reactions displaying a single, specific melt peak and a clear exponential amplification curve were included in downstream analysis.

Cq (quantification cycle) values were determined using CFX Maestro software (Bio-Rad), in which Cq represents the cycle number at which the fluorescence signal exceeds a defined threshold within the exponential phase of amplification. Threshold and baseline settings were initially determined automatically by the software and verified manually to ensure consistency across samples. A lower Cq value indicates higher transcript abundance. PCR amplification was performed for 40 cycles. Cq < 35 was considered indicative of robust and reliable target detection; Cq values between 35 and 38 were interpreted as low to very low expression, and Cq of 39–40 or no threshold crossing was considered below the detection limit of the assay. Reactions exhibiting nonspecific amplification, irregular amplification curves, or high variability among technical replicates were excluded from further analysis. To account for variation in RNA inputs and reverse transcription efficiency, gene expression levels were normalized to the housekeeping gene *ACTB* (*β-Actin*). Note that the often-used reference gene *GAPDH* is not suitable for *VHL*-deficient cells since *GAPDH* is a HIF target [49]. For each sample, the mean Cq value from technical triplicates was used to calculate ΔCq values as follows: ΔCq = Cq(target gene) − Cq(ACTB).

### 4.9. Human ccRCC Tissue

Archived human ccRCC tissues were collected from patients at National Taiwan University Hospital (NTUH), with approval from the Internal Review Board of NTUH (IRB no. 202403140RINA; date: 27 May 2024). Tissue arrays containing paraffin sections of human kidney cancer tissue were purchased from US Biomax Inc. (Cat. #KD241; Derwood, MD, USA).

### 4.10. Histology and Immunostaining

The kidneys were harvested and fixed in 4% paraformaldehyde at 4 °C overnight. The tissues were then processed for paraffin embedding. The embedded samples were sectioned at 3 μm and stained with hematoxylin and eosin (H&E) for histopathological evaluation. Paraffin-embedded samples were analyzed using immunohistochemistry (IHC) and immunofluorescence (IF). Paraffin sections were de-paraffinized, rehydrated, and retrieved as previously described [31]. Briefly, the tissue sections were subjected to antigen retrieval in citrate buffer (pH 6.0) and heated to just boiling in a microwave oven. Sections were then blocked with 5% normal serum and incubated with primary antibodies. Detection was achieved using species-specific secondary antibodies conjugated to fluorophores (Alexa Fluor 488, 586, or 647) or horseradish peroxidase (HRP). Nuclear staining was performed with DAPI (4′,6-diamidino-2-phenylindole). Antibody usage is shown in Table S2. Imaging conditions were standardized across experimental groups to ensure comparability. Quantitative analysis of marker expression and positive cell counts was conducted using ImageJ [https://imagej.net/ij/ (accessed on 26 July 2026)]; RRID:SCR_003070)] or CellProfiler v4.2.8 [https://cellprofiler.org (accessed on 26 July 2026); RRID: SCR_007358] software.

### 4.11. Lymphatic Drainage Assay

To evaluate renal lymphatic function, 10 µL of 1% Evans Blue Dye (EBD; Sigma-Aldrich, Burlington, MA, USA; Cat #E2129) in PBS was injected into the subcapsular space of the kidney. After 30 min, the mice were euthanized, and their kidneys excised, rinsed, blotted dry, and weighed. Each kidney was sliced and incubated in 1 mL of 100% formamide at 60 °C for 24 h to extract the retained dye. The optical density (OD) of the supernatant was measured at 620 nm using a spectrophotometer, and the EBD content was normalized to the tissue weight. Increased dye retention is interpreted as an indicator of impaired lymphatic drainage.

### 4.12. Western Blot

Cells or tissue samples were lysed in RIPA buffer containing a protease and phosphatase inhibitor cocktail. The lysates were incubated on ice for 30 min and then clarified by centrifugation at 14,000× *g* for 15 min at 4 °C, and protein concentrations were measured using the BCA Protein Assay Kit (Thermo Fisher Scientific, Waltham, MA, USA; Cat. #23225). Equal amounts of proteins (50 μg) were separated by SDS-PAGE on 8–12% polyacrylamide gels and transferred to PVDF membranes. The membranes were blocked with 5% non-fat dry milk or BSA in TBST (Tris-buffered saline with 0.1% Tween-20) for 1 h at room temperature, followed by overnight incubation at 4 °C with primary antibodies. After washing, the membranes were incubated with appropriate HRP-conjugated secondary antibodies for 1 h at room temperature. Protein bands were visualized using enhanced chemiluminescence (ECL; Thermo Fisher Scientific, Waltham, MA, USA; Cat. #32106) reagents and imaged using the ChemiDoc XRS+ System (Bio-Rad). Band intensities were quantified using Image Lab software v5.2.1 (RRID:SCR_014210) and normalized to the corresponding loading controls. Details of the reagents are listed in Table S1 and primary and secondary antibodies in Table S2.

### 4.13. ALK1/2 Inhibitor Treatment

LDN-212854 (Selleckchem, Houston, TX, USA; Cat. #S7147) is a specific ALK1/2 inhibitor. The treatment regimen for mice follows the published report [50] and the supplier’s instructions. Briefly, 20 μL of the 25 mg/mL DMSO stock solution was diluted 50× into a solution consisting of 0.5 mg/mL LDN-212854, 40% PEG300, 20% Tween-80, and 2% DMSO. The inhibitor was used at 9 mg/kg/dose via IP injection.

### 4.14. Anti-BMP10 Antibody Treatment

BMP10 neutralization in the VhlhKO mouse model was performed using a mouse monoclonal anti-human/mouse BMP10 antibody (clone 462732, mouse IgG2A; R&D Systems, Minneapolis, MN, USA; Cat. #MAB2926). The antibody was reconstituted in sterile 1× PBS at 0.5 mg/mL as recommended by the manufacturer and stored under sterile conditions until use. For in vivo treatment, Ctrl and VhlhKO mice received anti-BMP10 antibody at 5 mg/kg by intravenous tail-vein injection once per week for 4 consecutive weeks. The control group received an equivalent amount of isotype-matched control IgG (Mouse IgG2A Isotype Control, R&D Systems, Cat. #MAB003). Mice were monitored throughout the treatment period for changes in health conditions and body weight.

### 4.15. BMP10 Neutralization Assay in Xenograft Mouse Model

786-O cells expressing luciferase (786-O^Luc^) or A498 cells expressing luciferase (A498^Luc^) were grown in RPMI-1640 supplemented with 10% FBS and 1% Pen-Strep until ~60% confluency, then 5 × 10^5^ cells were suspended in 10 μL 1× PBS containing 50% Matrigel Growth Factor Reduced (Corning, Glendale, AZ, USA; Cat. #356238). The mixture was then injected into the subrenal capsular space of the left kidney of immunodeficient mice (NOD.CB17-Prkdc^scid^/NcrCrl) using a 33G Hamilton syringe while the mice were anesthetized with isoflurane. Starting on Day 7 post-implantation, mice were randomized into two groups (*n* = 12 per group). The control group received isotype control IgG antibody via tail vein injection, whereas the treatment group received an anti-BMP10 neutralizing antibody (5 mg/kg weight; BioLegend, San Diego, CA, USA; Cat. #618104) once a week for 4 weeks.

The growth and metastasis of cancer cells were monitored weekly by luminescence signal using the IVIS Lumina LT Series III system (Revvity, Waltham, MA, USA). At the end of the experiment (Day 35), tissues were harvested and embedded in paraffin blocks for analysis. Cell viability prior to implantation was confirmed using Trypan Blue (Thermo Fisher Scientific, Waltham, MA, USA; Cat #15250061) exclusion, ensuring over 90% viability, and all injections into the kidney were performed within one hour of cell preparation. Post-operative care included administration of analgesics and daily monitoring, with all procedures adhering to a protocol pre-approved by the Institutional Animal Care and Use Committee of China Medical University (CMUIACUC-2024-034).

### 4.16. Statistical Analysis

Comparisons between two groups were performed using an unpaired two-tailed Student’s *t*-test. For comparisons involving more than two groups, one-way analysis of variance (ANOVA) was conducted, followed by Tukey’s multiple comparisons post hoc test. *p*-values were interpreted as statistically significant at *p* < 0.05. All statistical analyses were performed using GraphPad Prism 11.0.2 (GraphPad Software, San Diego, CA, USA; RRID:SCR_002798) or the R statistical software 4.3.2 (RRID:SCR_001905). The sample sizes (*n*) are reported in the corresponding figure legends.

## 5. Conclusions

The lymphatic system as a conduit for immune and metastatic cells can serve both pro- and anti-tumor functions. It is, therefore, generally not considered a good candidate for therapeutic purposes, although theoretically it should be an accessible drug target. In this study, we identified a highly specific reciprocal signaling mechanism between ccRCC tumor cells and a unique group of tumor-associated dysLECs that promote ccRCC progression and metastasis. This signaling mechanism is initiated by BMP10 specifically produced by tumor cells, and targeting this signaling mechanism represents a promising new therapeutic strategy against ccRCC.

## Figures and Tables

**Figure 1:**
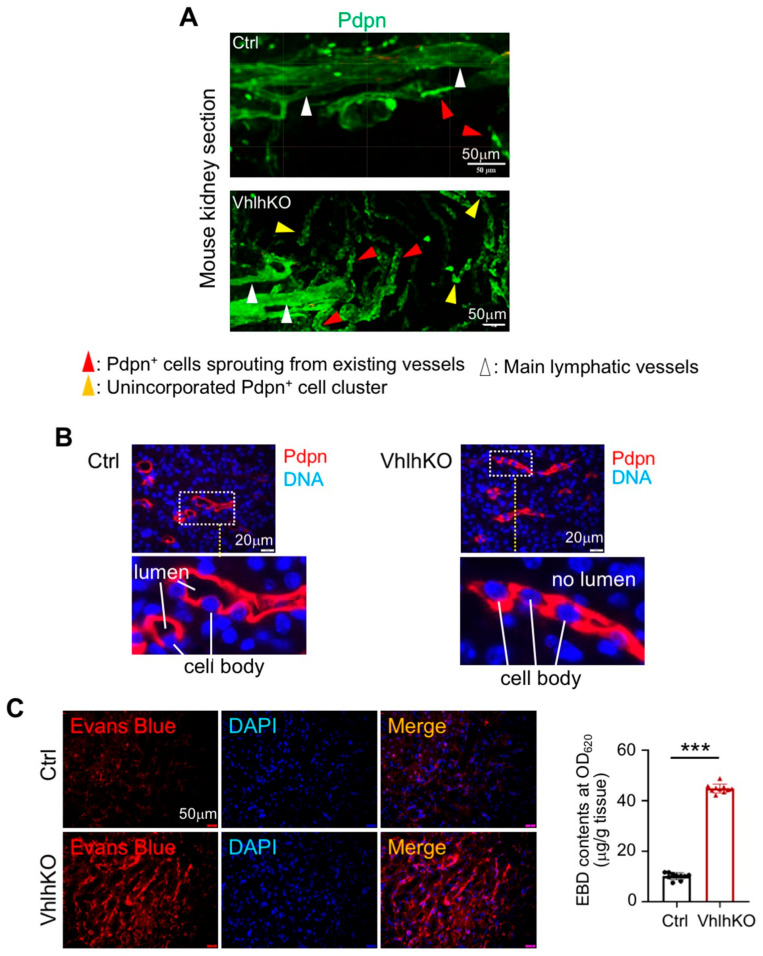
The lymphatic system associated with VhlhKO kidney tissue is disorganized. (**A**): Podoplanin (Pdpn) marker staining shows a disorganized lymphatic system in the VhlhKO mouse compared with Control (Ctrl). (**B**): Kidney sections from Ctrl and VhlhKO mice were stained for Pdpn and nucleus (DAPI). Pdpn^+^ cells in Ctrl form tubular structures with lumen, indicating functional vasculature, while Pdpn^+^ cells in VhlhKO form linear arrays of cells without lumen formation. (**C**): Kidneys of Ctrl and VhlhKO mice were injected with Evans Blue dye (EBD). The kidneys were excised 30 min later. The retained EBD (red) in Ctrl and VhlhKO kidneys was visualized by immunofluorescence (540 nm excitation). The total amount of EBD was extracted and measured by optical density (OD) at 620 nm (right panel). VhlhKO samples show a significant amount of retained EBD, indicating impaired lymphatic drainage capacity. Scale bars are 50 μm. Statistical analysis was performed by Student’s *t*-test. *n* = 10. ***, *p* < 0.001. Each data point represents one independent animal.

**Figure 2:**
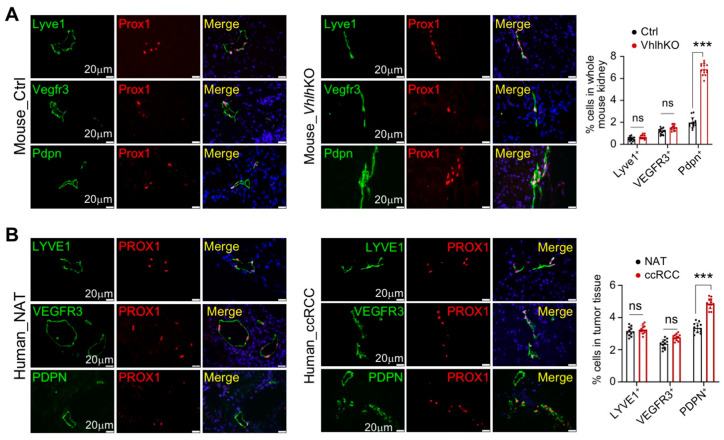
*VHL/Vhlh*-deficient kidneys display a specific increase in the number of PDPN^+^ cells. (**A**): Immunofluorescence staining of kidney sections showing expression of Pdpn, Lyve1, or Vegfr3 with Prox1 in Ctrl and VhlhKO mice (*n* = 14). There is a specific increase in the number of Pdpn^+^ cells, but not Lyve1^+^ or Vegfr3^+^ cells. Scale bars are 20 μm. ns, no significance; ***, *p* < 0.001. Each data point represents one independent animal. (**B**): Immunofluorescence staining of ccRCC tumor sections showing co-expression of PDPN, LYVE1, or VEGFR3 with PROX1 in normal adjacent tissue (NAT) and ccRCC tumor tissue (*n* = 12). There was a specific increase in the number of PDPN^+^ cells, but not LYVE1^+^ and VEGFR3^+^ cells, in ccRCC tissues compared with NAT. Scale bars, 20 μm. ns, no significance; ***, *p* < 0.001. Each data point represents one independent sample.

**Figure 3:**
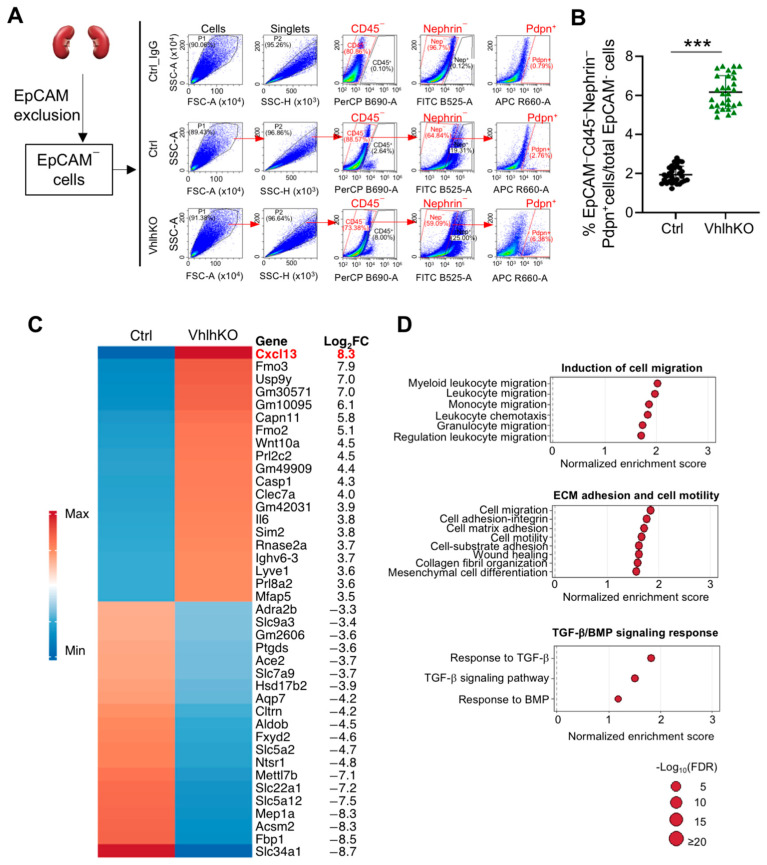
Pdpn^+^ dysplastic lymphatic endothelial cells (dysLECs) display gene expression patterns indicating increased motility, and Cxcl13 is selectively upregulated in *Vhlh*-deficient kidneys and human ccRCC. (**A**): Cell sorting strategy for EpCAM^−^Pdpn^+^Cd45^−^Nephrin^−^ cells from Ctrl or VhlhKO kidney. (**B**): The EpCAM^−^Cd45^−^Nephrin^−^Pdpn^+^ cells are much more numerous in VhlhKO compared with those in Ctrl. *n* = 30. ***, *p* < 0.001. Each data point represents one independent sample. (**C**): Heatmap of transcriptomes comparing EpCAM^−^Cd45^−^Nephrin^−^Pdpn^+^ cells from Ctrl and VhlhKO mouse kidneys (Supplementary Data S2), showing the top 20 most upregulated and downregulated genes. (**D**): Gene set enrichment analysis of biological processes identifies pathways related to induction of cell migration, ECM adhesion, cell motility, and TGF-β/BMP signaling response.

**Figure 4:**
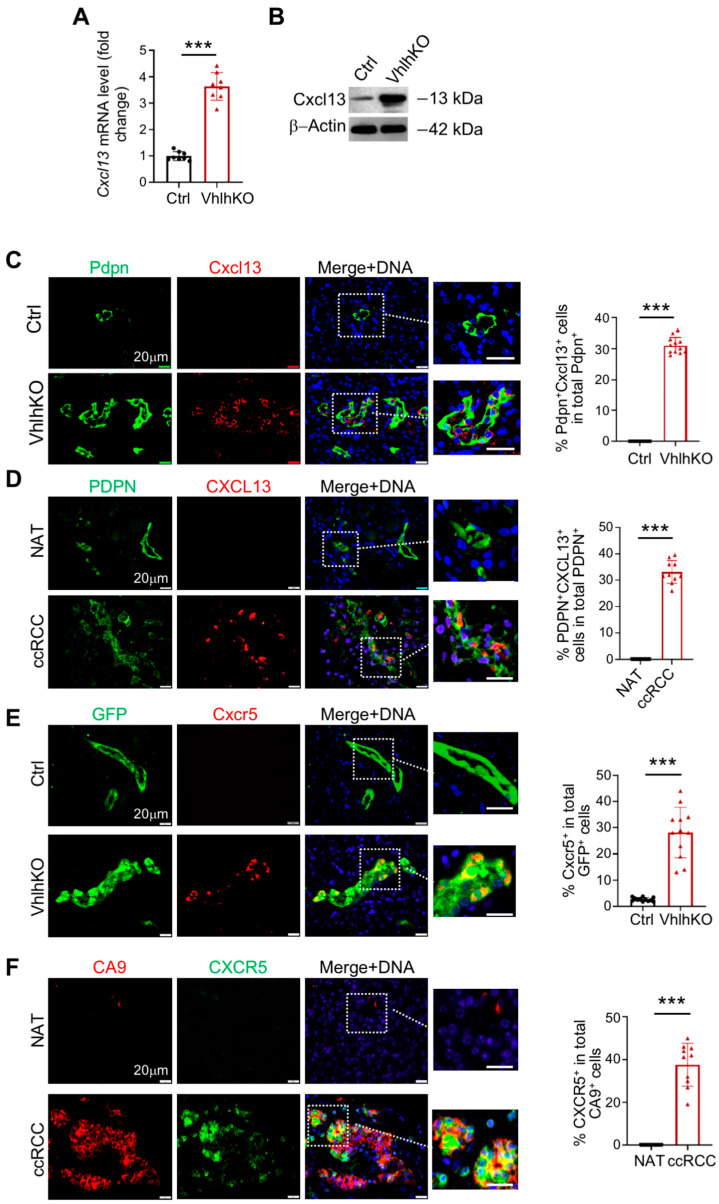
Ligand-receptor pair CXCL13-CXCR5 is specifically expressed in PDPN^+^ dysLECs and *Vhlh/VHL*-deficient epithelial/tumor cells, respectively. (**A**): qRT-PCR validation of *Cxcl13* overexpression in VhlhKO EpCAM^−^Cd45^−^Nephrin^−^Pdpn^+^ dysLECs. ***, *p* < 0.001. (**B**): Protein blot validation of Cxcl13 overexpression in VhlhKO EpCAM^−^Cd45^−^Nephrin^−^Pdpn^+^ dysLECs. (**C**): Kidney sections from Ctrl (*Hoxb7-Cre-GFP*/+) and VhlhKO (*Hoxb7-Cre-GFP*/+*; Vhlh^loxP^*^/*loxP*^) mice were stained for Pdpn and Cxcl13. There is no expression of Cxcl13 in Pdpn^+^ cells in the Ctrl, while Pdpn^+^Cxcl13^+^ cells were significantly increased in VhlhKO. Scale bars are 20 μm. Quantification of the percentage of Pdpn^+^Cxcl13^+^ cells was performed using the CellProfiler software v4.2.8 (used on 5 May 2026). *n* = 12. ***, *p* < 0.001. Each data point represents one independent animal. (**D**): Kidney sections from NAT and ccRCC tissues were stained for PDPN and CXCL13. There is no expression of CXCL13 in PDPN^+^ cells in NAT; whereas, PDPN^+^CXCL13^+^ cells were significantly increased in ccRCC tissue. Scale bars are 20 μm. Quantification of the percentage of Pdpn^+^Cxcl13^+^ cells was performed using the CellProfiler software. *n* = 10. ***, *p* < 0.001. Each data point represents one independent sample. (**E**): Kidney sections from Ctrl and VhlhKO mice were stained for GFP (a marker for *Vhlh* KO cells and their Ctrl counterparts) and Cxcr5. There is very little Cxcr5 in Ctrl GFP^+^ cells, while GFP^+^Cxcr5^+^ cells are significantly increased in VhlhKO. Scale bars are 20 μm. Quantification of the percentage of Cxcr5^+^ in total GFP^+^ cells was performed by the CellProfiler software. *n* = 12. ***, *p* < 0.001. Each data point represents one independent animal. (**F**): Kidney sections from NAT and ccRCC tissues were stained for CA9 (a ccRCC tumor cell marker) and CXCR5. There were very few CA9^+^ cells in NAT and no CXCR5 expression, whereas CA9^+^ cells were prevalent in ccRCC tissue and CA9^+^CXCR5^+^ cells were significantly increased. Scale bars are 20 μm. Quantification of the percentage of CXCR5^+^ in total CA9^+^ cells was performed using the CellProfiler software. *n* = 10. ***, *p* < 0.001. Each data point represents one independent sample.

**Figure 5:**
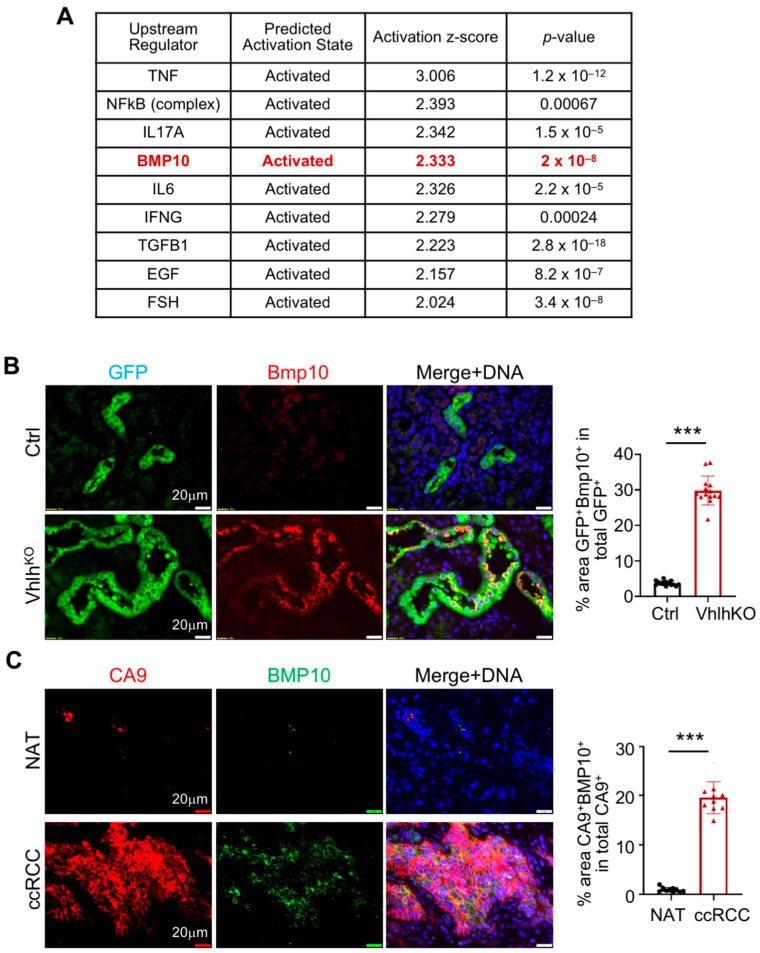
BMP10 signaling mediates activation of lymphatic endothelial cells (LECs) by *Vhlh/VHL*-deficient cells in mouse and human cells. (**A**): Upstream regulator analysis of RNA-Seq-identified differentially expressed genes in Pdpn^+^ dysLECs from VhlhKO vs. Ctrl. BMP10 signaling is notable for its specific role in endothelial development during embryogenesis. (**B**): Kidney sections from Ctrl (*Hoxb7-Cre-GFP*/+) and VhlhKO (*Hoxb7-Cre-GFP*/+*; Vhlh^loxP^*^/*loxP*^) mice stained for GFP and BMP10. There is very little BMP10 expression in the Ctrl compared with the significant expression of BMP10 specifically in *Vhlh*-deficient cells (GFP^+^). Quantification of the percentage area of Bmp10^+^ was performed using the CellProfiler software. *n* = 14. ***, *p* < 0.001. Each data point represents one independent sample. (**C**): Sections from NAT and ccRCC tissue stained for CA9 (a ccRCC tumor cell marker) and BMP10. There is little CA9 and BMP10 expression in NAT compared with the significant expression of BMP10 specifically in ccRCC tumor cells (CA9^+^). Quantification of the percentage area of BMP10^+^ was performed by the CellProfiler software. *n* = 10. ***, *p* < 0.001. Each data point represents one independent sample.

**Figure 6:**
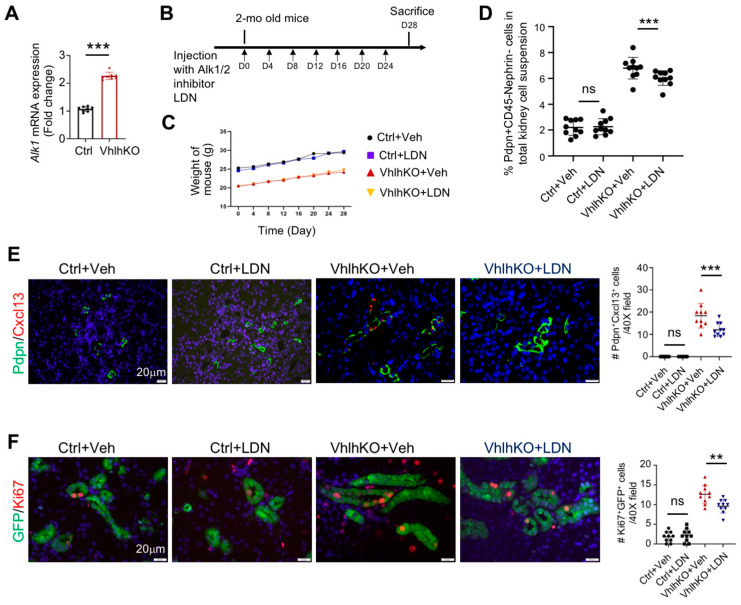
Alk1/2 inhibition reduces Cxcl13 expression and proliferation of *Vhlh*-deficient cells in vivo. (**A**): Isolated EpCAM^−^Cd45^−^Nephrin^−^Pdpn^+^ cells were processed for qRT-PCR analysis. There is a significant increase in the BMP10 type 1 receptor *Alk1* mRNA level in EpCAM^−^Cd45^−^Nephrin^−^Pdpn^+^ cells from VhlhKO kidney compared with the Ctrl. *n* = 8. ***, *p* < 0.001. Each data point represents one independent sample. (**B**): 2-month-old Ctrl or VhlhKO mice were injected with Alk1/2 inhibitor LDN-212854 (LDN) intraperitoneally at a dosage of 9 mg/kg or DMSO (Vehicle; Veh) every four days for a duration of 24 days. The mice were sacrificed and the kidneys excised on Day 28. (**C**): Mice were monitored for weight gain or loss as an indicator of general health. All experimental groups grew steadily at the same rate through the treatment regimen, although VhlhKO mice had a congenitally lower body weight. (**D**): Kidney sections from the 4 treatment groups were resected, and the cell suspension was subjected to cell sorting analysis for the percentage of EpCAM^−^Cd45^−^Nephrin^−^Pdpn^+^ cells in total EpCAM^−^ cells. *n* = 10. ns, no significance; ***, *p* < 0.001. Each data point represents one independent sample. (**E**): Kidney sections from the 4 treatment groups were stained for Pdpn and Cxcl13. There is no Cxcl13 expression in Ctrl treated or untreated with LDN. Cxcl13 is significantly overexpressed in VhlhKO tissue, and the expression is reduced by LDN treatment. Quantification of the number of Pdpn^+^Cxcl13^+^cells was performed by CellProfiler software. *n* = 10. ns, no significance; ***, *p* < 0.001. Each data point represents the average of 5 random 40× fields of view of one independent sample. (**F**): Kidney sections from the 4 treatment groups were stained for GFP (for *Vhlh*-deficient cells and the Ctrl counterparts) and Ki67. Proliferation (Ki67 expression) is low in Ctrl and is not altered by LDN treatment, while there is a significant increase in proliferation in GFP^+^ cells (*Vhlh*-deficient) in VhlhKO, and the level was significantly reduced by LDN treatment. *n* = 10. ns, no significance; **, *p* < 0.01. Each data point represents the average of 5 random 40× fields of view of one independent sample.

**Figure 7:**
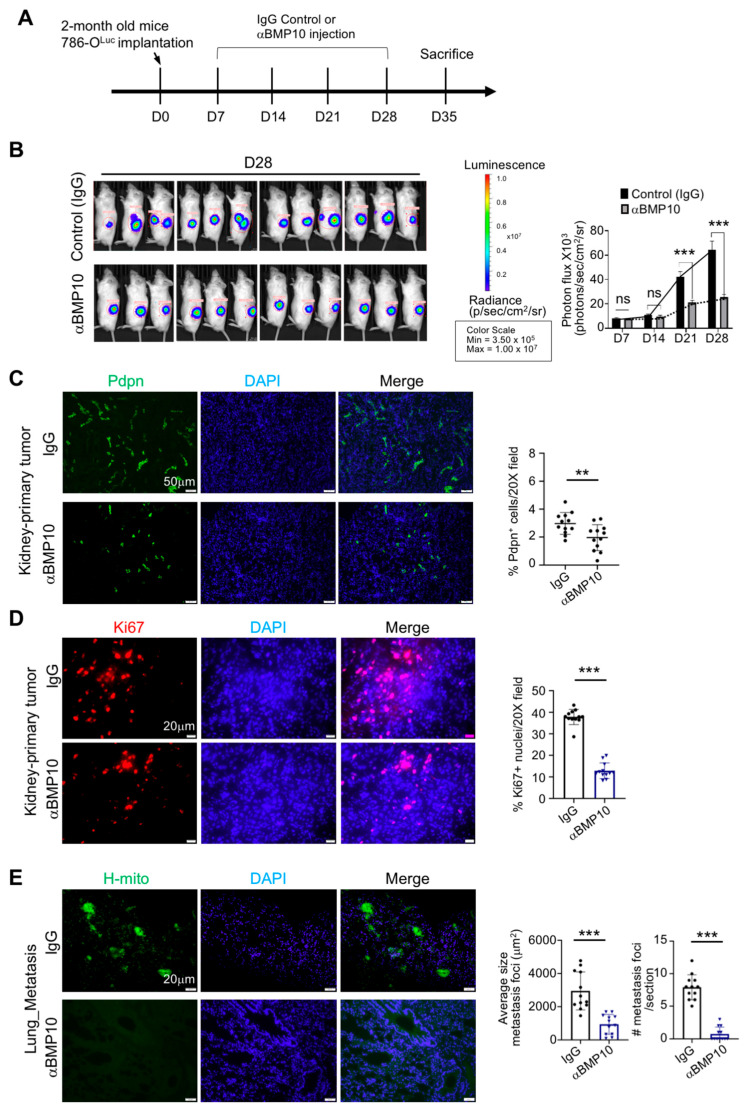
BMP10 inhibition suppresses tumor progression and metastasis in vivo. (**A**): Schematics of ccRCC cell implantation to the left kidney and IV injection of control IgG or anti-BMP10 neutralizing antibody (αBMP10). (**B**): IVIS examination of xenografted mice at designated times after cancer cell implantation. The growth inhibitory effect of αBMP10 becomes obvious on D21. *n* = 12. ns, no significance; ***, *p* < 0.001. Each data point represents one independent sample. (**C**): Kidney sections from sacrificed xenografted mice on D35 were stained for Pdpn. αBMP10 treatment significantly reduced the number of Pdpn^+^ cells of the primary tumor. Bars are 50 μm. *n* = 12. **, *p* < 0.01. Each data point represents the average of 5 random 20× fields of view of one independent sample. (**D**): Kidney sections from sacrificed xenografted mice on D35 were stained for Ki67. αBMP10 treatment significantly reduced proliferation of the primary tumor. Bars are 20 μm. *n* = 12. ***, *p* < 0.001. Each data point represents the average of 5 random 20× fields of view of one independent sample. (**E**): Lung sections from sacrificed xenografted mice on D35 were stained for human mitochondria (H-mito) to visualize metastasized ccRCC cells. αBMP10 treatment significantly reduced the size and number of metastatic foci. Bars are 20 μm. *n* = 12. ***, *p* < 0.001. Each data point represents the average of 5 random 20× fields of view of one independent sample.

**Figure 8:**
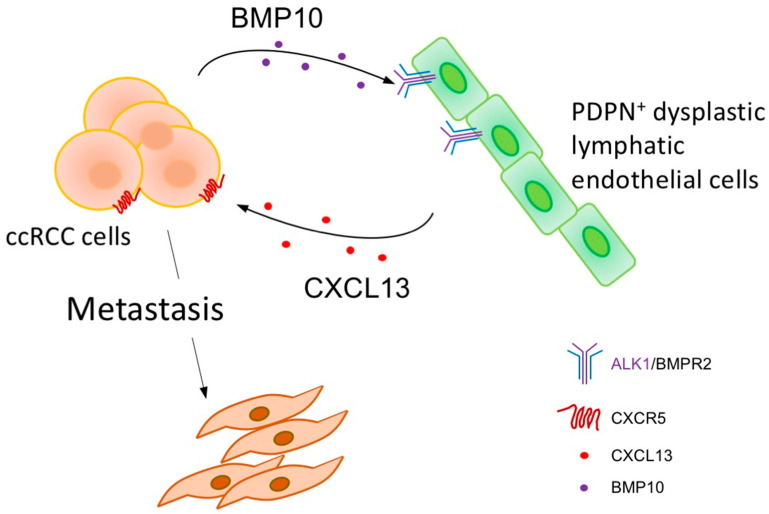
Reciprocal signaling of BMP10 and CXCL13 pathways in activation of ccRCC-associated lymphatic endothelial cells and tumor progression.

## Data Availability

The original contributions presented in this study are included in the article/Supplementary Material. Further inquiries can be directed to the corresponding author(s). Sequence data have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE308286 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE308286 (accessed on 26 July 2026)].

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms27156994/s1.

How the deposited data were processed for this re-analysis (not part of the article)

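The data are bulk RNA-Seq of EpCAM-CD45-Nephrin-Pdpn+ cells sorted from Ctrl and VhlhKO mouse kidneys, with 1 pooled library per genotype. The authors made the files as follows. Poly(A)-selected, strand-specific libraries were sequenced on a NovaSeq instrument. The submitters' processing notes name bcl2fastq, FastQC, MultiQC, cutadapt, STAR, featureCounts, Subread and DESeq2, without versions, and the builds mm10 and GRCm38. The annotation release and the settings of these tools are not given in the sources used here. The authors' deposited table holds raw counts per gene, which are not normalized, and TPM, which divides by gene length and the library total; the gene lengths used are not stated. It also holds the authors' log2 fold changes, p-values and adjusted p-values for 16769 of the 55471 genes.

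All values given here start from the deposited counts, unless the authors' TPM or the authors' deposited table is named. The counts summed to 34465017 in VhlhKO and 31817115 in Ctrl. Both libraries have similar makeup in 2 general respects: mitochondrial genes took 3.97% of the counts in VhlhKO and 4.01% in Ctrl, and the 20 most abundant genes took 10.7% and 11.2%. Counts were scaled by TMM (edgeR 4.0.16, R 4.3.3; factors 0.997 for VhlhKO and 1.003 for Ctrl). The log2 ratio of VhlhKO over Ctrl was computed after adding 0.5 CPM to both sides. Genes with at least 20 counts in at least 1 library, 15275 genes, were tested against a rule of size of 2-fold on this log2 ratio; single-gene folds in the text are count ratios without the 0.5 CPM. Since there is no replicate, no gene was called by a p-value here, and no statement covers the spread between mice or pools. P-values were computed only at assumed spreads, to compare them with those in the authors' deposited table. The interval of a ratio is the exact conditional binomial (Clopper-Pearson, 95%) interval of the scaled counts. PCR copies are not independent molecules, so intervals and floors cover counting error only. Where a library had no counts for a gene, the lower end of the interval is given. The counting interval sets the precision: a gene with 7666 and 2169 counts (*Col1a1*) has an interval of 3.13 to 3.45, while *Wnt10a* with 28 and 1 has 4.30 to 1064.

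A total of 35 gene lists (cell types, pathways and checks) were written before the data were examined; genes that Fig. 3C shows were known then. A list's median log2 ratio was placed among the medians of 10000 random lists of the same size, matched in 10 bins of mean expression, and its spread is the 95% bootstrap interval over its genes. Of the lists, 31 had at least 3 measured genes; the lists of B cell and plasma cell, neutrophil and red blood cell genes had none and that of T and NK cells had 1 (*Lck*). Where a symbol stands on more than 1 gene ID (114 symbols), the ID with the most counts was used. Coordinates are from GENCODE M21 (GRCm38), which holds 55144 of the gene IDs. Genes named in the text are those of Fig. 3C, others the paper names for these cells, the 10 largest and 10 smallest log2 ratios past the rule of size, up to 4 genes per list with the largest log2 ratio in either direction, and the Y-linked genes and *Xist*. Genes named beyond this rule, such as *Vim*, *Zeb1*, *Spp1*, *Id1*, *Pecam1* and *Hoxb7* inside 2-fold, *Des* and *Bgn* past it, and genes with a count ratio above 2 that the rule of size left out, were chosen as examples after their values were seen.

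The rule of size was tested on simulated counts drawn from the real genes' means and library sizes, with 200 genes changed. For the comparison of VhlhKO with Ctrl it recovered 88 of 100 genes changed 3-fold and 99 of 100 genes changed 8-fold, and it counted 0 of 14993 unchanged genes. The draws were Poisson counts with no spread between mice or pools and no PCR copies. These numbers therefore cover counting error only and are not error rates for real pools. Alternatives were scaling by total counts and by DESeq2 (1.42.0) size factors, the authors' TPM, other pseudocounts, count minimums and fold sizes, scaling and comparing without the proximal tubule list, and unmatched random lists. The p-values in the authors' deposited table were compared with those of edgeR's exact test at fixed dispersions. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used for the rest. Gene set enrichment scores and upstream regulator scores were not recomputed, since their gene sets and settings are not in the files used here.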

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

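The tests of proximal tubule genes in this part were chosen after their values were seen. The lists below hold genes outside those the paper discusses for these cells, and their medians lay outside the central 95% of matched random lists.

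Of the 16 measured proximal tubule genes, 10 were at least 2-fold lower in VhlhKO with 0.5 CPM added and none was higher, with a median log2 ratio of -1.29 (-1.36 with genes at 0 in VhlhKO set at their bound). As 9 of the 22 genes of the list were known from Fig. 3C, where they are shown as lower, this median is not independent of the figure; without them 3 of 9 measured genes were lower and the median was -0.26. Other genes of the list lay within 2-fold at higher counts, such as *Lrp2* (1528 in VhlhKO, 1041 in Ctrl), *Ass1* (1231 and 1184) and *Hnf4a* (204 and 230), and with a minimum of 100 counts the median was -0.05. In 100 draws of counts with no difference between the libraries, at most 0 members were 2-fold lower, against 10 in the data. With 0.5 CPM added, such a low number was likely in advance. The draws show only that counting noise alone does not give the pattern. Carry-over of proximal tubule cells into the Ctrl pool, past a sort for EpCAM- and Pdpn+ cells, stays open as a hypothesis, since 19 of the 22 genes had more than 3 counts in Ctrl and 3 did not (*Slc22a6* 0, *Miox* 1 and *Slc22a8* 3 counts). A change of these genes with genotype is also open and was not tested, since 1 pool per genotype confounds the pool with the genotype.

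The macrophage and monocyte list had a median log2 ratio of 0.73 with 1 of 16 measured genes at least 2-fold higher and 1 lower with 0.5 CPM added, and 5 more had count ratios above 2 in VhlhKO. The podocyte list had a median of 0.31 (bootstrap interval -0.32 to 1.26, which includes 0), with *Clic5* (5.37-fold, 5.02 to 5.75) and *Podxl* (log2 ratio 1.95, ratio interval 3.67 to 4.15) higher, while *Nphs1* had a log2 ratio of -0.71. The mesothelial list had a median of 0.45 (bootstrap interval -0.02 to 0.90, which includes 0), with *Msln* (2.59-fold) and *Muc16* (3.34-fold) higher; *Gpm6a* (3.25), *Cldn15* (2.14) and *Krt19* (2.05) had count ratios above 2 and stayed within 2-fold with 0.5 CPM added. The distal tubule and collecting duct list had a median of -0.18, with a bootstrap interval of -1.13 to 0.82 that includes 0, and with no filter it lay at percentile 52.2, inside the central 95%; *Hsd11b2* was 3.36-fold lower, while *Epcam* (2.09) and *Gata3* (1.81) had count ratios above 1, and 12 of its 18 genes under 20 counts in both libraries.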

How the results depend on the processing

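The edgeR prior count, the other assumed coefficients of variation and the count without 3 cell type lists were chosen after seeing the data; the rest were set before the data were examined. For 169 single genes and 31 lists, no value called different changed sign; for a single gene an equal pseudocount on both sides cannot change it, so this says little about direction. Of 277 list medians under alternatives, 267 stayed within the bootstrap interval of the list, and 774 of 846 single-gene log2 ratios moved by less than their counting error. That error is wide for genes with few counts. *Cxcl13* counted as unmoved at 0.309 with 5 CPM added and at 5.25 with the authors' TPM, against 1.76. All settings use the same libraries, so the tally does not measure how firm the values of such genes are. The number of genes at least 2-fold higher and lower (261 and 80) became 394 and 139 with the authors' TPM, 66 and 18 with 5 CPM added, 435 and 151 with 0.05 CPM added, and 461 and 171 with the edgeR prior count. With a minimum of 100 counts, 46 genes were lower. At 4-fold the numbers were 19 and 14, and at 1.5-fold 725 and 278, which follows from the size chosen. The rank of *Cxcl13* (48) became 2 with the authors' TPM, 750 with 5 CPM, 3 with 0.05 CPM and 1 with the edgeR prior count, where its log2 ratio was 8.31 against 1.76; it has no rank with a minimum of 100 counts. The proximal tubule median of -1.29 became -2.20 with the authors' TPM, -0.24 with 5 CPM, -2.32 with 0.05 CPM and -0.0492 with a minimum of 100 counts, where 7 genes are left. The thick ascending limb median of 0.24 became 0.0927 with 5 CPM and 0.0530 with no filter. The macrophage and monocyte median of 0.73 became 0.88 with the authors' TPM, 0.22 with 5 CPM and 0.91 with 0.05 CPM, and the interferon-γ median of 0.27 became 0.19 with 5 CPM. The added amount sets how far genes with few counts are pulled toward 0, and beyond that the cause was not tested. The genes called in the authors' deposited table (608) became 308, 153, 24 and 4 when the assumed coefficient of variation went from 0.1 to 0.15, 0.2, 0.3 and 0.4. Against matched random lists, the place outside or inside the central 95% changed under at least 1 alternative for the pan-endothelial, proximal tubule, distal tubule and collecting duct, androgen-regulated, matrix glycoprotein, IL17A and EGF lists. Values shifted to a median of 0 were not run, since the table holds counts. Depth limits the genes with few counts: at 41 counts against 0 only a lower bound of the ratio is known. No paired analysis was possible because each genotype has a single library.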

Differences from the paper's values

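Fig. 3C prints log2 fold changes for 40 genes, and all 40 match the log2 fold changes in the authors' deposited table to the figure's rounding. Both sets of values start from the same counts, so the gaps come from the computation. Counting error serves here only as a yardstick for their size. With 0.5 CPM added, 11 of the 40 differ by more than that error, all with the same sign. The yardstick is wide for genes with few counts. *Il6*, at 0.905 here and about 3.8 in Fig. 3C, was not among the 11, as its error was 4.03 log2 units. Genes with 0 counts in a library were compared as lower bounds. The paper's values, read by eye from Fig. 3C, are given after the values found here: *Gm10095* 3.13 (about 6.1 in Fig. 3C), *Fmo2* 3.92 (about 5.1 in Fig. 3C), *Prl2c2* 2.47 (about 4.5 in Fig. 3C), *Gm42031* 2.83 (about 3.9 in Fig. 3C), *Lyve1* 2.38 (about 3.6 in Fig. 3C), *Mfap5* 1.67 (about 3.5 in Fig. 3C), *Adra2b* -1.63 (about -3.3 in Fig. 3C), *Gm2606* -2.40 (about -3.6 in Fig. 3C), *Ptgds* -2.68 (about -3.6 in Fig. 3C), *Cltrn* -1.57 (about -4.2 in Fig. 3C) and *Fxyd2* -1.84 (about -4.6 in Fig. 3C). Of the alternatives set before the data were examined, the authors' TPM with 0.1 added and 0.05 CPM added bring all 11 within the counting error; total counts, DESeq2 size factors and 5 CPM added do not. With the authors' TPM and with the other added amounts, genes with 0 counts in a library were compared as values and not as lower bounds. Their size is then set by the amount added. On that footing *Usp9y*, *Slc5a12*, *Mep1a*, *Acsm2* and *Slc34a1*, among others, differ with the authors' TPM, which is no conflict with the paper's values. With 0.05 CPM none of the 40 differs. The edgeR prior count, chosen after seeing the values, also brings all 40 genes within it and drops none of them.

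The paper names *Cxcl13* as the gene most strongly overexpressed. It had no counts in Ctrl, so only a lower bound of its fold is known (9.87 from the counting interval) and its rank is set by the amount added: 48 with 0.5 CPM, 3 with 0.05 CPM, and 1 with the edgeR prior count, chosen after seeing the values, and in the authors' deposited table. The counts alone do not settle whether it ranks first. The paper also names it as the gene with the highest expression in the dysLECs; by TPM it ranked 12514 in VhlhKO. The paper describes the transcriptomes as very different, and its text states no threshold. With 0.5 CPM added, 2.23% of the tested genes were at least 2-fold apart (261 higher and 80 lower). With the edgeR prior count the numbers were 461 higher and 171 lower, so the share depends on the amount added. By qRT-PCR the paper reports that the sorted cells lack the fibroblast markers αSMA, *Col1a1* and *Pdgfrb* and express *Pdpn*, *Lyve1* and *Flt4*. In VhlhKO tissue it also reports Pdgfrb+ cells near irregular Pdpn+ vessels but apart from the Pdpn+ cells. In the RNA-Seq counts, *Pdpn*, *Lyve1* and *Flt4* were present, and so were *Acta2* (72718 counts in VhlhKO and 69178 in Ctrl), *Col1a1* (7666 and 2169) and *Pdgfrb* (3773 and 2357). The sample labels describe a selection for Pdpn only, while the design text of the deposit gives the EpCAM depletion of the paper, so whether the libraries and the qRT-PCR came from the same sort is not settled. The paper reports a lower share of Pdpn+ cells with Lyve1, VE-cadherin and Vegfr3 protein in VhlhKO. At the RNA level *Lyve1* was 11.9-fold higher (6.26 to 25.4) on 128 counts against 10, and *Cdh5* and *Flt4* had ratios of 1.03 and 1.18. Bulk RNA of a sorted pool does not give the share of cells that carry a transcript. These ratios therefore neither contradict nor bear out the paper's shares. The paper's qRT-PCR shows a significant increase of *Alk1* mRNA in the sorted VhlhKO cells. In the counts, *Acvrl1* had a ratio of 1.24 (0.839 to 1.84), from 1 library per genotype.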

Other observations

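Of the tests in this part, the count of genes apart under counting noise was set before the draws were run, with the number apart in the data already seen; the tests of the deposited p-values and of the neighbourhood of *Vhl* were chosen after related values had been seen.

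Genes of the cell cycle were expressed in both libraries and slightly lower in VhlhKO. All 15 genes of the list lay within 2-fold, with a median log2 ratio of -0.20 below all 10000 matched random lists, and *Mki67*, the proliferation marker, had 9650 counts in VhlhKO and 10305 in Ctrl. Of 18 targets of the hypoxia-inducible factors, *Ndrg1* was 2.11-fold lower (2.02 to 2.20) in VhlhKO and none was at least 2-fold higher with 0.5 CPM added, with a median of -0.11; *Car9*, with 26 counts against 10, had a count ratio of 2.42 (1.13 to 5.61); *Vegfa* had 3603 and 3528 counts. Immediate early and dissociation stress genes had a median of 0.03, and mitochondrial messenger RNAs also 0.03, with *mt-Atp6* at a count ratio of 2.02. None of the TGF-β and BMP receptor genes (median 0.09) or ligand genes (median 0.08) was past 2-fold. Among lymphoid stroma genes, *Cxcl13* and *Vcam1* were higher (2 of 8 measured, median 0.30); *Cxcl13* was known from Fig. 3C, and without it 1 of 7 was higher and the median was 0.18. In the same list, *Ccl19* and *Madcam1* had no counts in either library; the reads of *Ccl19* can be shared with near-identical copies. Among thick ascending limb genes, of which 5 of 10 were measured, *Ptger3* (2.53-fold) and *Irx1* (2.43-fold) were higher in VhlhKO and *Umod* had no counts; the list median lay inside the range of random lists, at percentile 88.9, and *Cldn19* had 3 counts against 15. Androgen-regulated kidney genes had a median of 0.27 with none of 5 measured past 2-fold with 0.5 CPM added; by count ratio *Cyp4a12b* was 2.56-fold higher (1.41 to 4.85) and *Kap* 2.72-fold lower (1.52 to 5.09).

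Among the kidney epithelial lists, the parietal epithelial genes were abundant in both libraries, while the medians of the proximal tubule (0.0582 CPM in VhlhKO and 1.33 CPM in Ctrl), thick ascending limb (0.349 and 0.501 CPM) and distal tubule and collecting duct (0.0291 and 0.0313 CPM) lists were low. The parietal epithelial genes *Akap12* and *Cdh6* reached 5563 and 1146 CPM in VhlhKO and 6247 and 1642 CPM in Ctrl, *Pax8*, a transcription factor of the kidney epithelium, had 5374 and 5754 counts, and *Hoxb7*, of the distal tubule and collecting duct list and chosen after its value was seen, had 2008 and 1754. By comparison, *Pecam1* and *Cdh5* had 66 and 105 counts in VhlhKO and 55 and 95 in Ctrl. Hemoglobin genes *Hbb-bs* and *Hba-a1* had no counts. Which cells carry these transcripts was not tested, since bulk libraries do not separate cells.

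The number of genes apart between the libraries was set against counting noise and against the spread assumed for the p-values. In 100 draws of Poisson counts with no difference, at most 2 genes were at least 2-fold apart, against 341 in the data, so counting noise argues poorly for these differences. The p-values and log2 fold changes in the authors' deposited table equal those of edgeR's exact test with a fixed coefficient of variation of 0.1 between samples, within 0.01 on the log10 scale for p and 0.001 for the log2 fold change, for all 16769 genes. That test called 608 genes at an adjusted p under 0.05 (455 higher, 153 lower), and 153 in all with a coefficient of 0.2, so the number of calls depends on the assumed spread. The spread between pools cannot be estimated from 1 library per genotype, and a difference between the genotypes stays open and untested.

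A hypothesis was that DNA of the strain that carried the *Vhlh* allele, kept around *Vhl* on chromosome 6, may bring a cluster of different genes. Within 20 Mb of *Vhl*, 6 of 213 tested genes were at least 2-fold apart, among them *Mfap5* and *Olr1*. Other windows of as many neighbouring genes held a median of 5, which puts this window at percentile 70.8, short of the upper bound set for the hypothesis; the data neither show a cluster there nor exclude a small one.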
